# Effects of microRNA-305 knockdown on brain gene expression associated with division of labor in honey bee colonies (*Apis mellifera*)

**DOI:** 10.1242/jeb.246785

**Published:** 2024-04-30

**Authors:** Sarai H. Stuart, Amy C. Cash Ahmed, Laura Kilikevicius, Gene E. Robinson

**Keywords:** miRNA, Transcriptomics, Behavioral maturation, Transcription factor, Sociality, Gene regulation

## Abstract

Division of labor in honey bee colonies is based on the behavioral maturation of adult workers that involves a transition from working in the hive to foraging. This behavioral maturation is associated with distinct task-related transcriptomic profiles in the brain and abdominal fat body that are related to multiple regulatory factors including juvenile hormone (JH) and queen mandibular pheromone (QMP). A prominent physiological feature associated with behavioral maturation is a loss of abdominal lipid mass as bees transition to foraging. We used transcriptomic and physiological analyses to study whether microRNAs (miRNAs) are involved in the regulation of division of labor. We first identified two miRNAs that showed patterns of expression associated with behavioral maturation, *ame-miR-305-5p* and *ame-miR-375-3p*. We then downregulated the expression of these two miRNAs with sequence-specific antagomirs. Neither *ame-miR-305-5p* nor *ame-miR-375-3p* knockdown in the abdomen affected abdominal lipid mass on their own. Similarly, knockdown of *ame-miR-305-5p* in combination with JH or QMP also did not affect lipid mass. By contrast, *ame-miR-305-5p* knockdown in the abdomen caused substantial changes in gene expression in the brain. Brain gene expression changes included genes encoding transcription factors previously implicated in behavioral maturation. The results of these functional genomic experiments extend previous correlative associations of microRNAs with honey bee division of labor and point to specific roles for *ame-miR-305-5p*.

## INTRODUCTION

Small RNAs, including microRNAs (miRNAs), small interfering RNAs and Piwi-interacting RNAs, play a role in many biological phenotypes and are now widely recognized as important regulators of gene expression. miRNAs have been identified in the western honey bee (*Apis mellifera*), and some have been suggested to be involved in division of labor (Behura and Whitfield, 2010; Greenberg et al., 2012; Liu et al., 2012). We examined the role of specific miRNAs in the regulation of gene expression and related physiological changes associated with division of labor in honey bees.

Honey bee colonies exhibit an age-related division of labor among workers that is based on a pattern of individual behavioral maturation (Johnson, 2023; Robinson, 1992). Adults spend the first 2–3 weeks working in the hive engaged in tasks such as brood care (nursing) before shifting to tasks outside, spending the remainder of their lives foraging for nectar and pollen and/or defending the hive. Honey bees perform some tasks consistently over an extended period of time, such as nursing and foraging (Schulz et al., 1998). This extreme behavioral specialization is thought to be essential to the success of social insects (Oster and Wilson, 1978). Mechanistically, it requires regulatory mechanisms to stabilize and extend behavioral states.

Behavioral maturation in honey bees is regulated by a suite of molecular and physiological factors that affect gene expression in the brain, abdominal fat body and many other organs (Ament et al., 2011; Whitfield et al., 2003). Some, such as juvenile hormone (JH) (Robinson, 1992; Schulz et al., 2002; Sullivan et al., 2000; Whitfield et al., 2006) and queen mandibular pheromone (QMP) (Grozinger et al., 2003; Pankiw et al., 1998), exert causal effects to accelerate or delay behavioral maturation, respectively.

Adult honey bee workers lose approximately 50% of their abdominal lipid mass around the time they transition from working in the hive to foraging outside, and this loss is maintained for the rest of their lives (Ament et al., 2011; Toth and Robinson, 2005). Lipid loss helps regulate behavioral maturation; pharmacological inhibition of lipid synthesis delays the onset of foraging (Toth et al., 2005). Other animals have also evolved the ability to dynamically respond to their environment with changes in body mass and composition (e.g. Hahn and Denlinger, 2011; Pulido, 2007; Rousseau et al., 2003), but how long-term changes are stabilized while individuals maintain biological activity is not well understood.

miRNAs are small noncoding RNA repressors that stabilize gene expression post-transcriptionally (Chakraborty et al., 2020; Hausser and Zavolan, 2014; Lucas et al., 2015a). They have emerged as important regulators of physiological processes in both invertebrates (Bryant et al., 2010; Lucas and Raikhel, 2013; Lucas et al., 2015b) and vertebrates (Cao et al., 2012; Chang and Mendell, 2007; Liang et al., 2007). Mature miRNA sequences contain binding sites that are 6–8 base pairs long and bind to target mRNAs (Doench and Sharp, 2004; Hausser and Zavolan, 2014; Lewis et al., 2003). Such a short active region predicts that a single miRNA may hybridize with and repress multiple cognate target genes (Coyle, 2001; Enright et al., 2003; Issler, 2015).

We hypothesized that miRNAs regulate behavior-related lipid loss in honey bees. To address this hypothesis, we used a combination of bioinformatic analyses and molecular screens. Based on these results, we selected several miRNAs for further interrogation, especially *ame-miR-305-5p*. We then developed *in vivo* antagomir (miRNA inhibitor) (Krützfeldt et al., 2005) treatments, administered them to bees and performed abdominal lipid mass quantification. We additionally tested whether JH and QMP, factors that have opposite effects on lipid level, interact with *ame-miR-305-5p*.

We also hypothesized that *ame-miR-305-5p* regulates gene expression related to honey bee division of labor in the brain and fat body. To address this hypothesis, we again administered antagomir to honey bees as above and performed whole transcriptome sequencing and differential gene expression analysis to explore the effects of fat body *ame-miR-305-5p* knockdown on fat body and brain gene expression across the genome. For the testing of both hypotheses, we used antagomir constructs composed of oligonucleotides that are engineered to repress the expression of endogenous miRNAs (Krützfeldt et al., 2005).

Studies in mammals (Fernández-Hernando et al., 2011; Lynn, 2009), *Drosophila melanogaster* and other fly species (Ling et al., 2017; Teleman and Cohen, 2006; Xu et al., 2003) have shown that miRNA activity is required to maintain constant lipid metabolism and energy homeostasis. It has also been demonstrated that miRNAs affect JH synthesis (Qu et al., 2018), and may therefore contribute to the role of JH in behavioral maturation. But it is unknown whether miRNAs also contribute to long-term changes in lipid level that are a part of organismal life history.

Several studies have examined miRNA expression differences between nurses and foragers, either in brain or whole head analyses (Behura and Whitfield, 2010; Greenberg et al., 2012; Liu et al., 2012). However, causal effects of miRNAs on aspects of division of labor have been minimally studied (Liu et al., 2017).

## MATERIALS AND METHODS

### Bees

Adult worker honey bees were reared at the University of Illinois Urbana-Champaign Bee Research Facility according to standard beekeeping practices. All bees were a mixture of subspecies of *Apis mellifera* Linnaeus 1758, primarily *A. m. ligustica* Spinola 1806.

Nurses and foragers were identified and collected according to established methods (Robinson, 1992; Toth and Robinson, 2005; Whitfield et al., 2003) and were sampled from colonies headed by naturally mated queens. Bees were collected and immediately frozen in liquid nitrogen to preserve RNA integrity and expression levels. Collections were from two different, unrelated colonies.

For all experiments involving antagomir treatment, 1-day-old adult workers were obtained by collecting frames of honeycomb with capped pupae and placing them in an incubator at 34°C and 50% relative humidity until emergence as adult bees. Frames were sourced from colonies headed by queens each inseminated with a single drone (Laidlaw, 1987) to reduce intra-colony genetic variation.

### Bioinformatic prediction of miRNAs associated with division of labor

Two miRNA target prediction programs, RNAhybrid (Rehmsmeier et al., 2004) and PITA (Kertesz et al., 2007), were used to identify putative interactions between known honey bee miRNAs (miRBase r22) (Griffiths-Jones et al., 2006) and genes associated with JH and insulin/insulin-like signaling pathways, which are also known to be involved in division of labor (Ament et al., 2011). Sequences for 3′ untranslated regions of JH/IIS genes were obtained from the most recent build of the honey bee genome, HAv3.1 (Wallberg et al., 2019). Each program was run independently with recommended settings, and then outputs from each were overlapped. These initial results were compared with published honey bee miRNA data sets (Greenberg et al., 2012; Kapheim et al., 2020; Liu et al., 2012) and literature on other organisms (Foronda et al., 2014; Lynn, 2009; Osugi et al., 2015; Poy et al., 2009; Teleman and Cohen, 2006; Ueda et al., 2018). Both conserved and honey-bee-specific miRNAs were retained as candidate miRNAs for breadth. Our *in silico* analysis produced seven candidate miRNAs that were further screened *in vivo*.

### miRNA quantification

Fat body dissections first separated frozen abdomens from whole bodies on dry ice before placement of all abdominal body parts in RNAlater-ICE (Ambion, Thermo Fisher Scientific, Waltham, MA, USA) overnight at −20°C. After 16 h, internal organs were removed (on wet ice) to leave just the fat body attached to abdominal cuticle. Matched whole brains were dissected following similar methods. Frozen heads were separated from remaining bodies and the frons (frontal cuticle) was removed to expose the brain before placement in RNAlater-ICE overnight. Hypopharyngeal glands, muscle and other head components, including the suboesophageal ganglion, were removed.

Total RNA extraction, cDNA synthesis and qPCR were performed according to standard methods (Bryant et al., 2010). A synthetic version of the *Caenorhabditis elegans* miRNA *cel-miR-39-3p* (Qiagen, Hilden, Germany) was added at the tissue homogenization step as a control for miRNA cDNA synthesis and for normalization. All primer sequences can be found in Table S1. qPCR measurements were performed in triplicate and expression was normalized to *cel-miR-39-3p* using the ΔΔ*C*_T_ method (Schmittgen and Livak, 2008).

### Antagomirs

Antagomir constructs (antisense oligonucleotide miRNA inhibitors) (Krützfeldt et al., 2005) were obtained from Dharmacon (now Horizon Discovery, Waterbeach, UK) using the custom single-stranded RNA synthesis module to create specific modifications for stability and permeability. Modifications included a phosphorothioate backbone instead of the typical phosphodiester backbone for stability, an OCH_3_ on the 2′ end of the base instead of the typical OH group, and a 3′ cholesterol group (Bryant et al., 2010). Construct sequences can be found in Table S1.

Antagomirs were designed to target five of the seven candidate miRNAs identified as possibly associated with division of labor based on bioinformatic analysis and fat body expression pattern in nurses versus foragers: *ame-miR-210-3p*, *ame-miR-305-5p*, *ame-miR-375-3p*, *ame-miR-6056-5p* and *ame-miR-9873-3p*. Primers for each miRNA can be found in Table S1.

### Antagomir treatment

One-day-old adult bees were marked on the dorsal surface of the thorax with Testor's enamel and returned to a colony to develop in a standardized and typical hive environment. Paint-marked bees were sampled when they were 3 days old and located on honeycomb frames containing larvae to standardize sampling methods and increase the likelihood of sampling nurse bees. This age was chosen so that downstream changes in lipid mass and gene expression could be measured when bees were 5 days old, prior to natural behavioral shifts that occur during the behavioral maturation process (Toth and Robinson, 2005; Whitfield et al., 2003).

Antagomir treatment was administered orally. This method has been used successfully to knockdown miRNA expression *in vivo* (Cristino et al., 2014; Liu et al., 2017), although the mechanism by which the antagomirs influence specific tissues is unknown. To stimulate feeding, bees were caged for 60 min without food. They were then lightly anesthetized on wet ice before being individually fed 1000 pmol of antagomir suspended in 6 μl of 30% sucrose solution. Control treatments consisted of 6 μl of 30% sucrose solution only. Following treatment, bees were individually caged to prevent bee-to-bee sharing of antagomir treatment via trophallaxis. Individual cages were provisioned *ad libitum* with 30% sucrose solution to standardize diet and prevent any confounding effects from plant products found in pollen and honey. Bees were then placed in an incubator at 34°C and 50% relative humidity for 48 h, and mortality was measured each day. They were then collected in liquid nitrogen for measurement of miRNA expression (described above), JH/IIS-associated mRNA expression (described below) and lipid mass (described below). Following a similar timeline, experiments using pharmacological treatments reduced lipid mass in 4 days (Toth et al., 2005), meaning that it should be possible to observe changes in miRNA expression and lipid mass at this time point.

### JH/IIS-associated gene expression

We used the same dissection and total RNA extraction methods described for miRNA RT-qPCR and the same total RNA for both miRNA and mRNA RT-qPCR. cDNA was synthesized using M-MuLV Reverse Transcriptase (NEB, Ispwich, MA, USA) and RNase Inhibitor, Human Placenta (NEB). An exogenous RNA (*Root Cap Protein 1* from *Arabidopsis thaliana*) was added at the cDNA step to assess cDNA synthesis efficiency. mRNA expression was measured for four genes involved in JH/IIS: *insulin-like peptide receptor* (*InR-1*) (Ament et al., 2008), *Krüppel homolog 1* (*Kr-h1*) (Grozinger et al., 2003), *ultraspiracle* (*USP*) (Ament et al., 2012a) and *vitellogenin* (*Vg*) (Pinto et al., 2000). Primer sequences can be found in Table S1. qPCR measurements were performed in triplicate and expression was normalized to the geometric mean of the expression of endogenous genes *Rp49*, *S8* and *GapDH*.

### Abdominal lipid mass quantification

Abdominal fat body was dissected using the same methods as for RT-qPCR but with 100% ethanol instead of RNAlater-ICE. Because both RT-qPCR and lipid mass quantification require destructive sampling, different bees were used for each analysis; however, bees used for both analyses were treated at the same time as part of the same trial and were from the same colony. Following dissection, lipids were extracted using previously published methods (Ament et al., 2011; Toth et al., 2005). In brief, individual samples were homogenized in 2:1 chloroform:methanol, allowed to extract overnight, filtered through glass wool, evaporated down and suspended in 2 ml of fresh 2:1 chloroform:methanol. To quantify lipid mass, 100 µl of extracted sample was evaporated, 200 μl sulfuric acid was added and the sample was boiled in a hot water bath for 10 min. Two milliliters of vanillin-phosphoric acid reagent was added to each sample, vortexed and allowed to react for 15 min. Absorbance measurements were read in duplicate at 535 nm, and the mass of individual samples was calculated relative to a cholesterol based standard curve.

### Antagomir and juvenile hormone analog (JHA) treatment

Two by two factorial design experiments were conducted to determine the combined effects of JHA and *ame-miR-305-5p*. Antag-305 treatments were performed according to methods above for antag-305 and previously established protocols for the JHA methoprene (Sullivan et al., 2000). On day 1, bees were treated with JHA and on day 3, antag-305. Each trial consisted of four treatment groups: group 1: antag-305+JHA (experimental); group 2: JHA only (JHA control); group 3: antag-305 only (antagomir control); and group 4: no treatment control (baseline). JHA is frequently used in place of JH for its increased chemical stability and stronger effects (Sullivan et al., 2000; Whitfield et al., 2006), and like JH, induces precocious behavioral maturation. Acetone was used as treatment vehicle for JHA and has shown no effect on foraging behavior (Sullivan et al., 2000). Using the same chemical modifications as antag-305, we designed a missense control antagomir (antag-missense) with the sequence 5′-GGGCAAUCGCUCAUGGUCUCUA-3′.

On day 1, 1-day-old adult bees were individually topically treated on the dorsal abdomen with either 4 µl of 200 µg JHA (Central Life Sciences, Schaumburg, IL, USA) suspended in acetone, or 4 µl of acetone alone. Treated bees were placed in plexiglass cages of 55 bees of the same treatment group to avoid treatment transfer. There were 4 cages per group, each provisioned *ad libitum* with honey, 30% sucrose solution and pollen paste (45% ground pollen, 45% honey and 10% water). Cages were then placed in an incubator at 34°C and 50% relative humidity.

On day 3, JHA- and acetone-treated bees were fed either antag-305 or antag-missense control as described above to create the four different treatment groups. Following treatment, bees were individually caged to prevent the oral sharing of treatment and provisioned *ad libitum* with 30% sucrose solution, then placed back in the incubator.

On day 5, 48 h after antagomir treatment, one half of the bees was collected in liquid nitrogen for miRNA expression and lipid analysis to mirror the timeline for expression and lipid analyses above.

On day 8, the remaining bees were collected in liquid nitrogen to test for long-lasting effects on miRNA expression and lipid levels. JHA–antagomir treatments were performed on a total of three unrelated colonies.

### Antagomir and queen mandibular pheromone (QMP) treatment

Oral antag-305 treatments and chronic QMP treatments were performed according to previously established methods (Ament et al., 2011; Grozinger et al., 2003). Bees were treated with fresh QMP daily, beginning on day 1, throughout the experiment, and antag-305 treatment occurred on day 3 as described above. Each trial consisted of four treatment groups: group 1: antag-305+QMP (experimental); group 2: QMP only (QMP control); group 3: antag-305 only (antagomir control); and group 4: no treatment control (baseline). QMP is regularly used to mimic the presence of a queen bee (Ament et al., 2011; Grozinger et al., 2003; Pankiw et al., 1998). Trials lasted for a total of 5 days based on previous experiments that show QMP effects decrease as bees age (Vergoz et al., 2009). Previous work has also shown that QMP treatment causes the largest effects on gene expression 2 to 3 days after exposure (Grozinger et al., 2003) and increases lipid stores after 5 days (Ament et al., 2011). These results suggested that we would be able to detect differences between groups with this experimental timeline.

On day 1, 1-day-old adult bees were placed in plexiglass cages in groups of 55. Half of the cages received 0.1 queen equivalent of synthetic QMP (TempQueen, Intko Supply, Vancouver, BC, Canada) in isopropanol, and the other half received 90% isopropanol and water. A total of 10 µl of each solution was placed on a glass slipcover, evaporated and placed inside the cages. Cages were provisioned *ad libitum* with pollen paste (45% pollen, 45% honey, 10% water), 30% sucrose solution and honey, and held in an incubator at 34°C and 50% relative humidity. This is a standard method for exposing bees to QMP (Pankiw et al., 1998).

On day 3, QMP- or isopropanol-treated bees were individually fed antagomir constructs as above to create the four different treatment groups. To maintain chronic QMP treatment after bees were placed in individual cages, we created 0.5 g spheres of queen candy (confectioner's sugar and corn syrup), 5 µl of 0.05 queen equivalent or isopropanol control were evaporated on the queen candy, and then the queen candy spheres were pressed onto ventilation holes, treatment side inwards, so that bees could access the treatment for continuous exposure. Cages were provisioned with water only (with queen candy as a source of food) and treatments were replaced with fresh QMP every 24 h.

On day 5, bees were collected in liquid nitrogen for miRNA expression and lipid mass analysis. QMP–antagomir treatments were performed on a total of three colonies, unrelated to each other or the colonies used for the JHA experiment.

### Statistical analyses for RT-qPCR and lipid mass measurements

Plots were generated in the software environment R v1.3.1093. Outliers were removed if they were less than or greater than 1.5× the interquartile range and sample size was below *n*=13 for a treatment group. For analyses that included multiple colonies at *n*=9 bees per group per colony, we used linear mixed models that model variation in group-level intercepts (Gelman and Hill, 2007) to account for the high relatedness of honey bees from the same colony and differences across treatment groups. Log-linear mixed models were run with restricted maximum likelihood (REML) using the lme4 package in R (Bates et al., 2015) to estimate the fixed effect of experimental treatment on natural-log transformed responses (i.e. relative gene expression and lipid mass) with colony of origin as a random effect. Data were plotted as the estimated means.

### Transcriptome sequencing

Effects of antag-305 versus antag-missense treatment on gene expression were studied in multiple trials performed over the course of two field seasons (May–October) with a different source colony for each trial. 

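Each of the 3 sequenced trials took its bees from a single colony, named R2, R3 and R42 in the sample labels, so colony and trial cannot be told apart in the counts. After the authors' removals, the brain libraries came from 12 bees fed antag-305 and 11 fed antag-missense in R2, from 12 and 11 bees in R3, and from 11 and 10 bees in R42. The fat body libraries came from 12 and 9 bees in R2, 12 and 11 in R3, and 11 and 10 in R42. Both tissues were kept for 65 bees. The paper's text does not name the field season of each colony.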

Antagomir-treated bees were first processed for fat body and miRNA RT-qPCR analysis (*n*=five colonies, one colony=one trial) to confirm the knockdown effect. RNA-sequencing (RNA-seq) was performed at the Roy J. Carver Biotechnology Center at the University of Illinois Urbana-Champaign using the same fat body and brain RNA that was used for RT-qPCR. Matched fat body and brain tissue samples from three colonies were sequenced including at least one colony from each of the two field seasons that trials were performed. Sequencing libraries were prepared with Kapa Hyper Stranded mRNA library kit (Roche, Basel, Switzerland), pooled, quantitated by qPCR and sequenced on one S4 lane for 151 cycles from both ends of the fragments on a NovaSeq 6000 (Illumina, San Diego, CA, USA).

### Bioinformatic analyses

Adapters were trimmed and FASTQ reads were aligned to the most recent build of the honey bee genome, HAv3.1 (Wallberg et al., 2019) using the default settings in STAR v2.7.6a (Dobin et al., 2013). Aligned reads were then counted using ‘featureCounts’ (Liao et al., 2014) in the Subread v2.0.0 package (Liao et al., 2013). Count data were imported into R v1.3.1093 for quality checks and analysis with the package edgeR v.3.24.3 (Robinson et al., 2010). 

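The authors deposited 1 count per feature and library, without normalization, for 138 libraries. The features are 12332 bee genes and 5 virus genomes. A gene is a single span from its start to its end, introns included, and 12331 of these spans matched a gene of the HAv3.1 annotation by chromosome, start and end. The paper's text does not name the strand setting of the counting or how reads with several alignments were treated. No library had the same counts as another, and bees of one condition differed by far more than counting error, with a lowest chi-square per degree of freedom of 5.38 among 2312 pairs.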

Individual samples were screened for viral contamination from common honey bee viruses, including Deformed wing virus (Lanzi et al., 2006). Because these viruses affect brain gene expression, libraries with a percent viral load >0.05% (determined to be a useful diagnostic threshold) were removed from further analysis (Traniello et al., 2020): four fat body samples and two brain samples (Table S2). 

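A library's viral share was computed as its counts on the 5 virus genomes divided by all of its counts. Among the libraries kept for differential expression, the highest share was 0.373% (95% Wilson interval 0.369 to 0.376%), in the brain of antag-missense bee 23 of colony R2. The genome labeled DWV, for Deformed wing virus, made up 0.0678% of that library's counts, and the rest of the viral share fell on the genome labeled VDV. The next highest share in the brain was 0.0479% (interval 0.0469 to 0.0489%), in antag-missense bee 27 of the same colony. The kept fat body libraries did not exceed 0.011%. No viral count was found in 19 of the 67 kept brain libraries and 7 of the 65 kept fat body libraries, and for these a share of up to 3 counts of the library's total is not ruled out. The intervals and this floor of 3 counts cover counting error only.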

All samples were found to belong to the antag-missense treatment group. 

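In the antag-305 group the viral share reached 0.0224% in the brain and 9.36e-04% in the fat body, both under the authors' threshold. The median share in the kept brain libraries was 8.28e-06% with antag-305 and 2.60e-05% with antag-missense. The first of these is 1 count in the library concerned, under the floor of 3 counts, so the brain medians are not compared. In the kept fat body libraries the medians were 3.75e-05% and 1.01e-04%.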

No transcripts were removed for lowly expressed counts, defined as genes that had fewer than one read per million in at least 30 samples (the smallest group) for fat body and 32 samples for brain; there was a total of 8844 and 9118 genes, respectively, for analysis. 

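Keeping the genes with more than 1 CPM in at least 30 fat body or 32 brain libraries gave the same numbers of genes from the deposited counts as the paper reports, and 8282 genes passed in both tissues.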

Trimmed mean of M-values (TMM) normalization was followed by a generalized linear model with treatment group (antag-305 versus antag-ms) as a categorical predictor of gene expression. Differentially expressed genes (DEGs) were determined with edgeR's quasi-likelihood test functions, and DEGs were subjected to a Benjamini–Hochberg correction for multiple tests (Benjamini and Hochberg, 1995) with a false discovery rate (FDR) of <0.05. 

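The legend of Table S4 names colony as a blocking factor, so the model fitted here held colony and treatment, and each tissue was fitted alone with edgeR. Fold changes are given as antag-305 relative to antag-missense. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. The fit was tested on simulated counts with the means, dispersions and library sizes of the real data, in which 200 genes were changed by 0.6 on the log2 scale. In the simulated brain libraries 190 of them were recovered among 198 calls, and in the simulated fat body libraries 140 among 145 calls. The simulated change is larger than the median of the real brain DEGs, 0.23 for upregulated and -0.29 for downregulated genes. Simulated genes were also drawn independently of each other. The numbers therefore do not give the recovery or the false calls for the real effects.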

Raw and processed RNA-seq reads were uploaded to NCBI GEO under GSE200602. Volcano plots were generated using the Enhanced Volcano package v1.14.0 (https://bioconductor.org/packages/EnhancedVolcano).

We conducted gene list overlap analyses to explore whether the DEGs detected in this study include genes previously found to be associated with honey bee division of labor. Gene list overlap analyses were conducted with hypergeometric tests (Traniello et al., 2020); we first tested for enrichment of transcription factors (TFs) within our brain DEG list by comparing all DEGs with a list of known TFs in the honey bee that was obtained from the Regulator Database (http://www.bioinformatics.org/regulator/page.php) (Wang and Nishida, 2015).

For Gene Ontology (GO) enrichment analysis, a one-to-one reciprocal best hit BLAST v2.8.0 (Camacho et al., 2009) was performed to convert honey bee genes to their *D. melanogaster* orthologs. The lists of converted genes, identified as either shared universe (all the shared orthologs that exist between the two species), antag-305 upregulated brain DEGs or antag-305 downregulated brain DEGs, were then submitted to the GOrilla database for GO enrichment analysis and REVIGO for visualization in semantic space (Eden et al., 2009; Hong et al., 2014; Supek et al., 2011). Out of 6341 recognized gene terms (fly orthologs), 6007 were associated with a GO term. GO analysis was not performed on the abdominal fat body DEGs owing to the small number of DEGs.

The list of brain DEGs from our experiment was compared with lists of brain DEGs from previous nurse versus forager comparisons (Alaux et al., 2009; Khamis et al., 2015) using gene overlap comparisons with hypergeometric tests as above. To obtain the lists of nurse-upregulated or forager-upregulated genes, genes from two previous independent studies (Alaux et al., 2009; Khamis et al., 2015) were used if directionally concordant on both lists (Traniello et al., 2020).

## RESULTS

### miRNAs are predicted to regulate JH/IIS-associated gene expression

Bioinformatic analysis with prediction software RNAhybrid resulted in 75 miRNA–protein coding gene interactions with 60 unique miRNAs (*P*<0.05; Table S3). Using the same input sequences, the program PITA predicted 327 miRNA–gene interactions with a minimum free energy less than −10, resulting in 159 unique miRNAs (Table S3). There were 44 unique miRNAs that were predicted to regulate JH/IIS by both programs.

In some cases, the same miRNA was predicted to regulate the same gene by both programs, such as *ame-miR-305-5p* and its putative target, *insulin-like peptide receptor* (*InR-1*). In other cases, a miRNA was predicted to regulate the same gene by both programs plus additional genes by just one of the programs (Table S3). After comparing the initial set of 44 miRNAs predicted by both programs with known functions in the honey bee or other species, we selected seven candidate miRNAs (Table 1). We identified the predicted target gene(s) and in which endocrine signaling system the gene was predicted to be involved. These seven included some miRNAs with the potential for a conserved role in regulating JH/IIS, such as *ame-miR-210-3p*, *ame-miR-305-5p* and *ame-miR-375-3p*, and some that are currently thought to be present only in the honey bee, such as *ame-miR-6043-3p*, *ame-miR-6056-5p* and *ame-miR-9873-3p* (Table 1)*.* We also included one miRNA, *ame-miR-278-3p*, that was differentially expressed in the brain in nurses compared with foragers in a separate study (Y. Ben-Shahar, personal communication). This miRNA was also predicted to regulate the genes *InR-1* and *alpha-2A adrenergic receptor* by the program PITA, but none by RNAhybrid (Table S3).

**Table 1.**
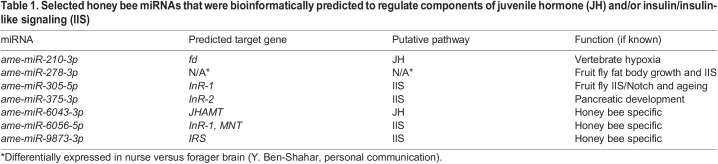
Selected honey bee miRNAs that were bioinformatically predicted to regulate components of juvenile hormone (JH) and/or insulin/insulin-like signaling (IIS)

### miRNAs differed in expression between nurses versus foragers

Two of the seven candidate miRNAs were significantly differentially expressed in the fat body of nurses and foragers: *ame-miR-210-3p* and *ame-miR-305-5p* (*miR-210* and *miR-305*, respectively) (*P*<0.05, Welch's *t*-test, *n*=7–10 total bees per group, from two colonies; Fig. 1A). Both showed greater than 2-fold abundance in nurses relative to foragers. None of the other miRNAs were differentially expressed in the fat body, including the three honey-bee-specific miRNAs tested.

**Fig. 1.**
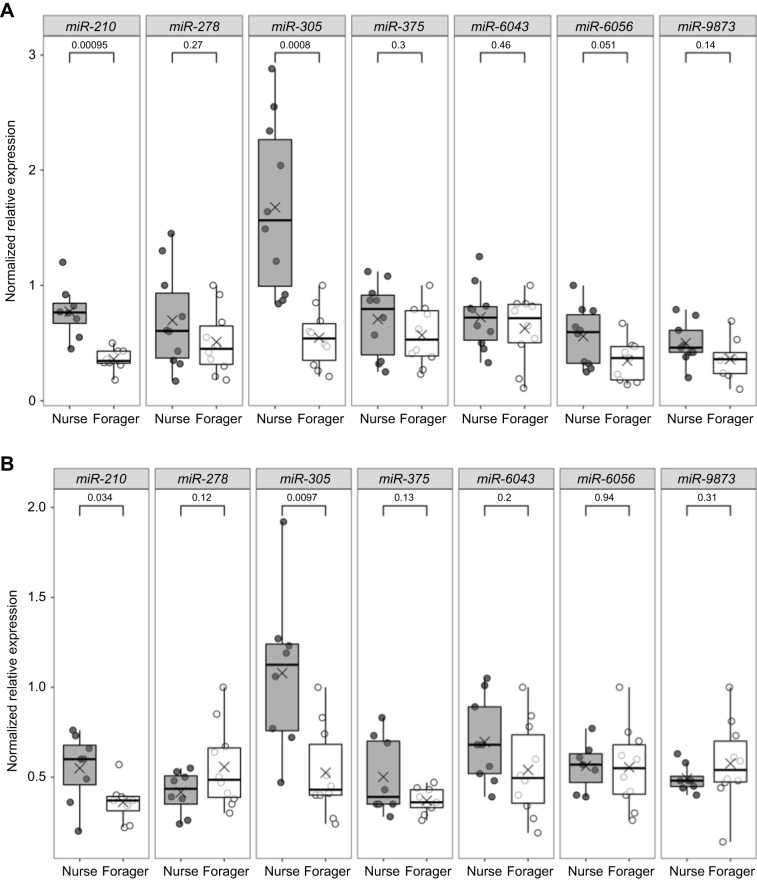
**miRNA expression differed between nurses and foragers.** Nurses and foragers were collected from typical colonies and miRNA expression level measured in the fat body (A) and brain (B) for a subset of candidate miRNAs. Data represented by box plots, Welch's *t*-test, outliers removed, *n*=10 nurse bees and *n*=10 forager bees for fat body, *n*=9 nurse bees and *n*=10 forager bees for brain, from two colonies. Numbers above brackets indicate *P*-values.

In the brain, the same two miRNAs, *miR-210* and *miR-305*, were differentially expressed in the same direction and relative magnitude as in the fat body (*P*<0.05; Fig. 1B). Similar to the results for fat body, no other miRNAs in the brain showed significant differences in expression.

### Antagomir treatment reduces miRNA expression

We designed and administered five antagomirs, each designed to target one of five miRNAs. These five were selected from our initial candidate pool of seven miRNAs based on patterns of expression between nurses and foragers: *miR-210*, *miR-305*, *miR-375*, *miR-6056* and *miR-9873*. Fat body miRNA abundance was significantly reduced in four out of the five miRNAs 48 h after treatment (*P*<0.05; Fig. 2A). Measurement of miRNA abundance in the matched brains for these four showed no significant differences (Fig. 2B).

**Fig. 2.**
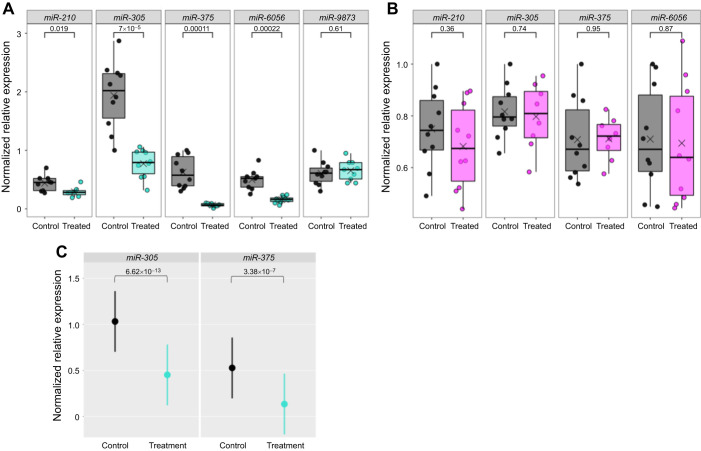
**Oral antagomir (antag) treatment with antag-210, antag-305, antag-375, antag-6056 and antag-9873 decreased expression of miRNAs *ame-miR-210-3p*, *ame-miR-305-5p*, *ame-miR-375-3p* and *ame-miR-6056-5p*, but not *ame-miR-9873-3p*, in the fat body but had no effect in the brain, 48 h after treatment.** (A) miRNA abundance in the fat body for five miRNAs. Sample sizes for each miRNA: miR-210, *n*=7 treated bees and *n*=9 control bees; miR-305, *n*=10 treated bees and *n*=10 control bees; miR-375, *n*=9 treated bees and *n*=10 control bees; miR-6056, *n*=10 treated bees and *n*=9 control bees; miR-9873, *n*=9 treated bees and *n*=10 control bees, all bees were from one colony. (B) miRNA abundance in brain for the four miRNAs that were knocked down in fat body. Sample sizes for each miRNA: miR-210, *n*=10 treated bees and *n*=10 control bees; miR-305, *n*=8 treated bees and *n*=10 control bees; miR-375, *n*=8 treated bees and *n*=10 control bees; miR-6056, *n*=10 treated bees and *n*=10 control bees, all bees were from one colony. Data represented by box plots, Welch's *t*-test, outliers removed. Numbers above brackets indicate *P*-values. (C) Antag-305 and antag-375 treatment consistently and repeatedly reduced *ame-miR-305-5p* (miR-305) and *ame-miR-375-3p* (miR-375) abundance in the fat body, respectively. Linear mixed-effect regression model, colony as a random effect, d.f.=171 for each miRNA, sample sizes for each miRNA: miR-305, *n*=42 treated bees and *n*=41 control bees and miR-375, *n*=42 treated bees and *n*=42 control bees, bees were sourced from four colonies. Circles represent the means and bars represent 95% confidence intervals.

We repeated antag-305 and antag-375 treatments and fat body miRNA expression analysis for bees from three additional unrelated colonies over the course of two field seasons. Mortality for all experiments was <1%. Results showed that antagomir treatment consistently caused a knockdown in miRNA expression for both *miR-305* and *miR-375* (*P*<10^−6^, linear mixed-effect regression, *n*=41–42 bees total per group, from four colonies) and reduced abundance by approximately 50% (Fig. 2C). This knockdown efficiency is consistent with other antagomir studies in the honey bee (Cristino et al., 2014; Liu et al., 2017).

### Antag-305 reduced *Kr-h1* gene expression in the fat body

We measured the expression of four genes associated with JH/IIS in the fat body 48 h after antagomir treatment: *insulin-like peptide receptor* (*InR-1*) (Ament et al., 2008), the TF *Krüppel homolog 1* (*Kr-h1*) (Grozinger et al., 2003), the TF *ultraspiracle* (*USP*) (Ament et al., 2012a) and the abdominal lipoprotein *vitellogenin* (*Vg*) (Pinto et al., 2000). In a single trial analysis, the abundance of multiple genes was altered in response to miRNA knockdown relative to the sucrose control group: antag-305 significantly reduced the expression of *InR-1* (a bioinformatically predicted target), *Kr-h1* and *USP* (*P*<0.05, ANOVA with *post hoc* Tukey's test, *n*=9–10 total bees per group, from one colony; Fig. 3A). Additionally, the expression levels of *Kr-h1* and *USP* in the antag-305 group were significantly lower compared with the antag-375 group, indicating that these effects were specific to *miR-305* depletion. Comparison between antag-375 and sucrose control groups showed a significant reduction of *InR-1* (*P*<0.05, ANOVA with *post hoc* Tukey's test, *n*=7–10 total bees per group, from one colony; Fig. 3A). Neither antagomir treatment affected the expression of *Vg*.

**Fig. 3.**
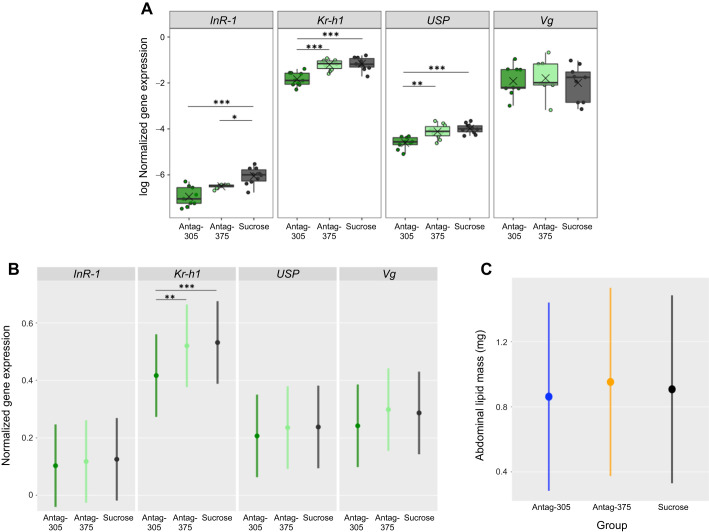
**Antagomir treatment reduced fat body gene expression associated with juvenile hormone (JH), but not insulin/insulin-like signaling, and had no effect on abdominal lipid mass.** (A) Gene expression abundance. ANOVA with Tukey *post hoc*, sample sizes for each gene: *InR-1*, *n*=9 antag-305 treated bees, *n*=7 antag-375 treated bees, and *n*=10 sucrose control bees; *Kr-h1*, *n*=10 bees per group; *USP*, *n*=9 antag-305 treated bees, *n*=10 antag-375 treated bees, and *n*=10 sucrose control bees; *Vg*, *n*=9 antag-305 treated bees, *n*=8 antag-375 treated bees, and *n*=9 sucrose control bees, all bees were from one colony, outliers removed. (B) Repeated downregulation of JH-responsive transcription factor, *Kr-h1*, in the fat body with antag-305. Linear mixed-effects regression model, colony as a random effect, d.f.=486, *n*=42 bees per treatment group per gene, bees were from four colonies. Circles give the means and bars represent 95% confidence intervals. Only significant values are indicated (***P<0.001, **P<0.01, *P<0.05). (C) Abdominal lipid mass. Linear mixed-effects model, colony as a random effect, d.f.=73, *n*=27 antag-305 treated bees, *n*=27 antag-375 treated bees, and *n*=25 sucrose control bees, bees were from four colonies. Points give the means and bars represent 95% confidence intervals. No significant differences observed between treatment groups.

We then repeated this analysis with bees from three additional colonies and found that the JH-responsive TF *Kr-h1* was consistently downregulated with antag-305 treatment compared with the sucrose control (*P*<0.001) and the antag-375 group (*P*<0.01, linear mixed-effects regression, *n*=42 total bees per group, from four colonies; Fig. 3B). *InR-1*, the bioinformatically predicted target of *miR-305* (Table S3), was unaffected. Antag-375 treatment did not affect the expression of any of the genes tested. There were no apparent off-target effects.

### No effect of antagomir treatment on abdominal lipid mass

Antagomir-mediated knockdown of *miR-305* and *miR-375* did not induce a change in fat body lipid mass (linear mixed-effects regression, *n*=21–26 total bees per group, from four colonies; Fig. 3C). Mean lipid masses for antag-305, antag-375 and sucrose control groups were 0.862, 0.953 and 0.910 mg, respectively. These quantities are comparable to results from other studies (Ament et al., 2011; Toth and Robinson, 2005).

### JHA and antag-305: JHA reduced lipid levels but antag-305 did not

We predicted the combination of antag-305 with JHA would decrease the expression of *ame-miR-305-5p* beyond antag-305 treatment alone. By day 5, miRNA expression in antag-305+JHA-treated bees was reduced by 52% when compared with antag-missense+JHA (*P*<0.0001, linear mixed-effects regression; Fig. 4A). Similarly, antag-305+acetone reduced *ame-miR-305-5p* expression by 62% when compared with antag-missense+acetone (*P*<10^−8^; Fig. 4A). There was no effect of JHA relative to acetone within antag-missense or within antag-305 comparisons, and there were no additive effects from the combined antag-305+JHA treatments on *ame-miR-305-5p* expression.

**Fig. 4.**
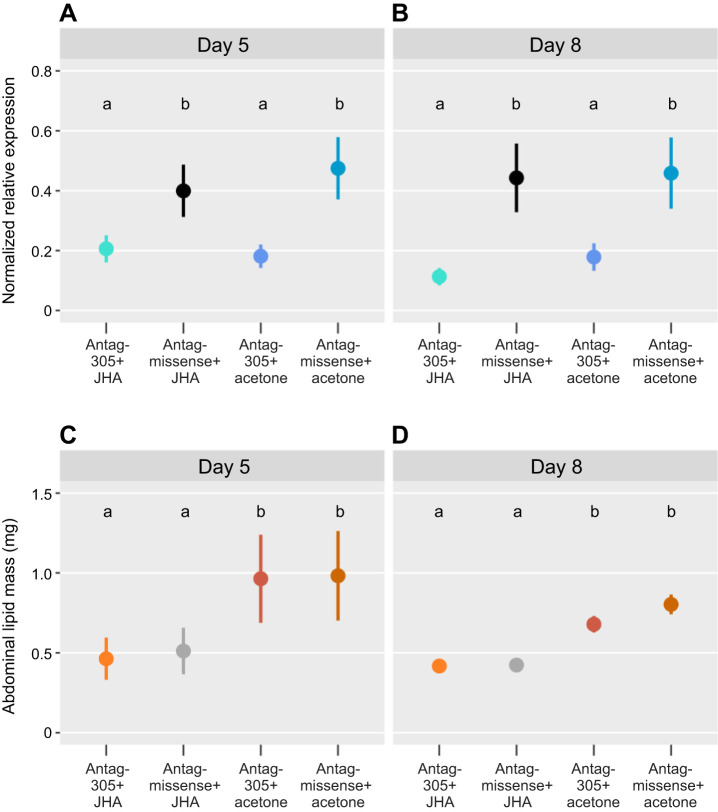
**Juvenile hormone analog (JHA) caused lipid loss and antag-305 reduced *ame-miR-305-5p* expression without synergistic effects.** (A,B) Fat body *ame-miR-305-5p* expression is reduced by antag-305 treatment but unaffected by JHA treatment in (A) 5-day-old bees at day 5 (*P*<0.001, linear mixed-effect regression, colony as a random effect, d.f.=90, *n*=24 antag-305+JHA treated bees, *n*=24 antag-missense+JHA treated bees, *n*=24 antag-305+acetone treated bees, and *n*=23 antag-missense+acetone treated bees, bees were from 2 colonies) and (B) 8-day-old bees at day 8 (*P*<0.0001, d.f.=91, *n*=24 bees per treatment group, bees were from 2 colonies). Circles give the means±s.e.m. (C,D) Abdominal lipid mass is reduced by JHA but not antag-305 treatment in (C) 5-day-old bees at day 5 (*P*<10^−8^, linear mixed-effect regression, colony as a random effect, d.f.=90, *n*=24 antag-305+JHA treated bees, *n*=24 antag-missense+JHA treated bees, *n*=23 antag-305+acetone treated bees, and *n*=24 antag-missense+acetone treated bees, bees were from 2 colonies) and (D) 8-day-old bees at day 8 (*P*<10^−4^, d.f.=91, *n*=24 bees per treatment group, bees were from 2 colonies).

Results on day 8 were similar to day 5: decreased *ame-miR-305-5p* expression was caused by antag-305 but not JHA treatment (Fig. 4B). Antag-305+JHA reduced *ame-miR-305-5p* expression by 74% compared with antag-missense+JHA (*P*<10^−8^), and antag-305+acetone reduced *ame-miR-305-5p* expression by 61% when compared with antag-missense+acetone (*P*<10^−5^; Fig. 4B). There were no significant effects on *ame-miR-305-5p* expression owing to JHA treatment. Although relative expression levels of *ame-miR-305-5p* between treatment groups remained mostly consistent between day 5 and day 8, the combined antag-305+JHA treatment showed a statistically non-significant trend for lower *ame-miR-305-5p* expression compared with antag-305 alone.

JHA treatment caused lipid loss independent of antag-305. Abdominal lipid mass was reduced by JHA, but not antag-305 treatment, on both day 5 (*P*<10^−8^; Fig. 4C) and day 8 (*P*<10^−6^; Fig. 4D). On day 5, lipid levels for acetone treatments were ∼1 mg, consistent with previous results for bees of this age (Ament et al., 2011; Toth and Robinson, 2005; Toth et al., 2005), whereas levels for JHA-treated bees were ∼0.5 mg, which is the lipid mass typically found in forager bees (Ament et al., 2011). This JHA effect was roughly the same when paired with either antag-305 or missense treatment. Antag-305+JHA reduced lipid mass by 52% compared with acetone control (*P*<10^−9^), and antag-missense+JHA treatment reduced lipid mass by 48% compared with acetone control (*P*<10^−8^; Fig. 4C). On day 8, JHA-treated bees still had lipid levels just below 0.5 mg, whereas acetone-treated bees were ∼0.75 mg. JHA effects were roughly the same when paired with either antag-305 or missense treatment, as on day 5. Antag-305+JHA reduced lipid mass by 39% compared with acetone control (*P*<10^−5^) and antag-missense+JHA reduced lipid mass by 47% compared with acetone control (*P*<10^−8^; Fig. 4D). Thus, there was no additive effect with antag-305+JHA compared with JHA treatment alone at either time point.

### QMP and antag-305: QMP had no effect on fat body *ame-miR-305-5p* expression and neither treatment affected lipid levels

We predicted QMP would increase *ame-miR-305-5p* expression and in combination with antag-305 would result in no change from baseline. Counter to this prediction, antag-305+QMP did not significantly increase *ame-miR-305-5p* expression compared with antag-305 alone (*P*>0.05; Fig. 5A), although mean expression was increased by 37%. There was no difference in *ame-miR-305-5p* expression with antag-missense treatment with or without QMP (*P*>0.05). Overall, QMP did not rescue the effects of antag-305 on fat body *ame-miR-305-5p* expression.

**Fig. 5.**
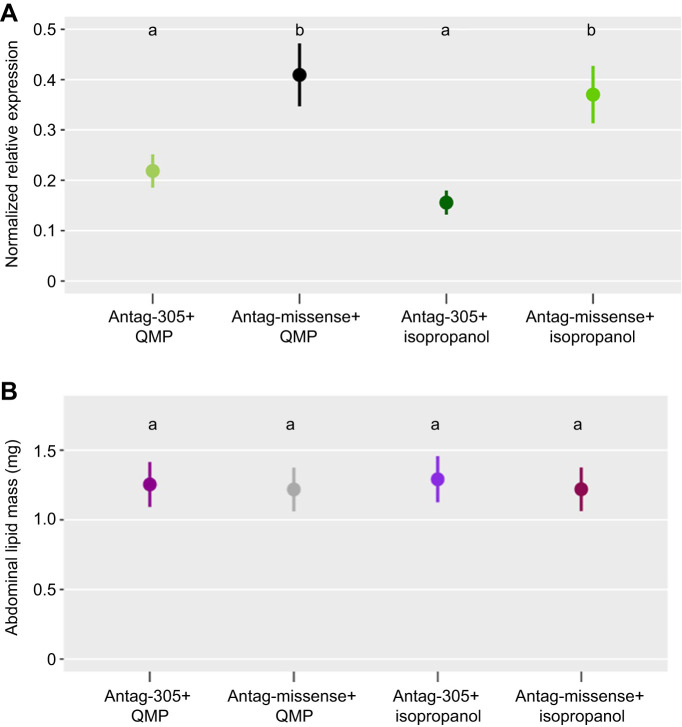
**Queen mandibular pheromone (QMP) had no significant effect on *ame-miR-305-5p* expression and neither treatment factor influenced lipid mass.** (A) Fat body *ame-miR-305-5p* expression was unaffected by QMP compared with isopropanol control treatments in 5-day-old bees (*P*>0.05, linear mixed-effect regression, d.f.=90, *n*=23 antag-305+QMP treated bees, *n*=24 antag-missense+QMP treated bees, *n*=24 antag-305+isopropanol treated bees, *n*=24 antag-missense+isopropanol treated bees, bees were from 2 colonies). Circles give means±s.e.m. (B) Abdominal lipid mass was not influenced by QMP treatment nor antag-305 treatment alone or in any combination at day 5 in 5-day-old bees (*P*>0.05, linear mixed-effect regression, d.f.=175, *n*=45 bees per treatment group, bees were from 2 colonies).

Neither antag-305 nor QMP changed lipid mass in any combination (*P*>0.05; Fig. 5B). Lipid levels across all groups were at approximately 1 mg, consistent with measurements previously obtained for untreated bees of similar age (Ament et al., 2011).

### Antag-305 treatment reduced *ame-miR-305-5p* expression in the fat body but not in the brain

We measured the expression of *ame-miR-305-5p* in the fat body 48 h after antag-305 or antag-missense treatment and found a significant knockdown in miRNA abundance in four out of five trials (*P*<0.01, Welch's *t*-test; Fig. 6A). The average reduction in expression was 48% with a range of 35–61%. These results are consistent with previous antagomir experiments with the sucrose control (Fig. 2) and miRNA knockdown studies in other insects (Cristino et al., 2014; Liu et al., 2017; Lucas et al., 2015c; Yang et al., 2014). The one trial for which there was no difference in expression (Fig. 6A) may have resulted from the genetics of the source colony, indicated by the uncommon production of numerous gynandromorphic bees and roughly double the brood output typically observed from queens inseminated by a single drone (data not shown).

**Fig. 6.**
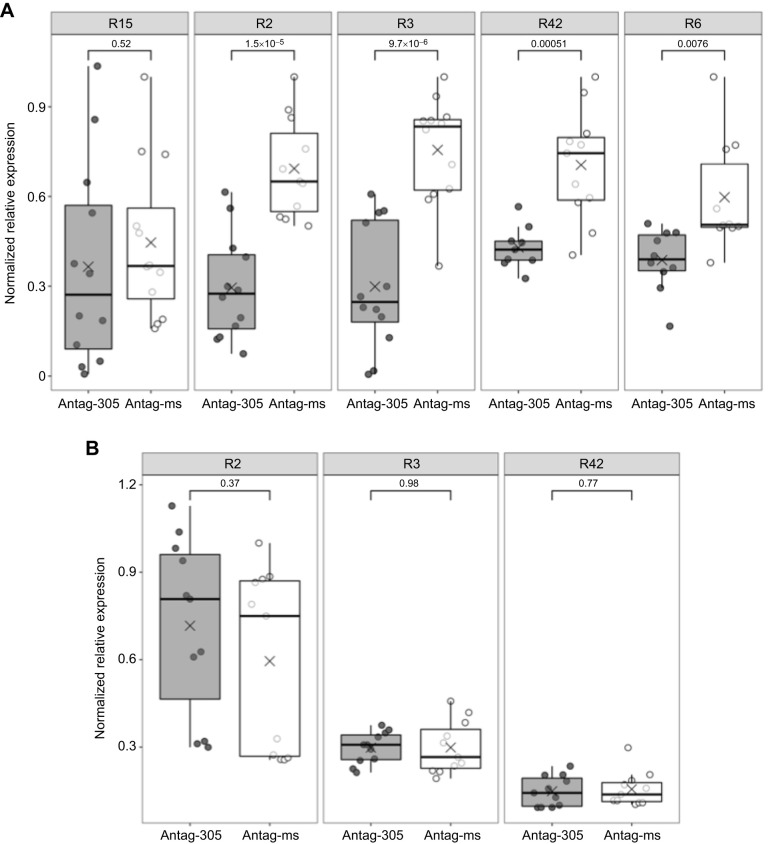
**Antag-305 reduced *ame-miR-305-5p* expression compared with antag-missense in abdominal fat body, but not brain, 48 h after treatment in 5-day-old bees.** (A) Statistically significant knockdown in fat body in four out of five colony trials. Sample size per colony: R15, *n*=11 bees per treatment group; R2, *n*=12 antag-305 treated bees and *n*=11 antag-missense treated bees; R3, *n*=12 bees per treatment group; R42, *n*=9 antag-305 treated bees and *n*=11 antag missense treated bees; R6, *n*=10 antag-305 treated bees and *n*=10 antag-missense, data represented by box plots, Welch's *t*-test, outliers removed. Numbers above brackets represent *P*-values. (B) No effect on *ame-miR-305-5p* expression in the brains of the same bees from three of the same trials. *n*=11 bees per treatment group, Welch's *t*-test. ‘×’ represents the mean and panel labels at the top of each graph (Rx) indicate the colony from which the bees were sourced.

Using the same individuals that were used for the above fat body analysis, we measured brain *ame-miR-305-5p* expression. We only included individuals from three trials that showed a significant knockdown in the fat body. In contrast to fat body results, we found no effects on brain miRNA expression (*P*>0.05, Welch's *t*-test; Fig. 6B).

### Antag-305 treatment caused a large gene expression response in the brain but not in the fat body

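RNA-seq was performed on abdominal fat body and brain of individual worker bees that had been fed 1000 pmol of antag-305 or of antag-missense at 3 days of age and collected 48 h later, at 5 days. Antag-305 is a modified antisense oligonucleotide against ame-miR-305-5p, and antag-missense is the control oligonucleotide given in the same way. The methods give 6 μl of 30% sucrose solution as the volume fed, and the sample labels give 4 μl. Between 7817899 and 49150105 reads were counted on bee genes per brain library in the antag-305 group (n = 35, median 15035226) and between 5825129 and 26301668 in the antag-missense group (n = 32, median 13414596). Fat body totals ran from 5346264 to 29204597 with antag-305 (n = 35, median 12906069) and from 6208010 to 23427849 with antag-missense (n = 30, median 13004222.5). The most abundant gene of a library took between 1.72 and 3.67% of its counts in the brain and between 2.92 and 10.8% in the fat body. Counts were normalized for library size by the TMM method, and DEGs are genes with an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg correction. The choices of libraries, filter, model and test were made before the data were examined.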

Based on miRNA RT-qPCR results above, we anticipated that antagomir treatment would cause effects on gene expression in the fat body, but not the brain. However, we observed the opposite: minimal effects in fat body gene expression but large effects in the brain. 

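The difference between the tissues was tested directly in the 65 bees with both, with each bee as a block and the 8282 genes that passed the filter in both tissues. The antag-305 effect differed between brain and fat body in 52 genes (FDR under 0.05), with a higher log2 fold change in the brain for 38 of them and a lower one for 14. Of these 52 genes, 39 were brain DEGs and 2 were fat body DEGs. Without the block on bee 102 genes passed, 44 higher and 58 lower in the brain, so the balance of directions depends on the model. The count of 52 depended on the colonies, with 9 genes without R2, 0 without R3 (921 at an unadjusted P under 0.05) and 94 without R42. Across genes, the log2 fold changes of the 2 tissues had a Pearson correlation of 0.151 and a Spearman correlation of 0.231, where genes are not independent replicates. Of the 948 brain DEGs tested in the fat body, 554 changed in the same direction there, and 61 did so with an unadjusted P under 0.05. The fat body varied more between bees of a group, with a median biological coefficient of variation of 0.285 against 0.183 in the brain. From the few fat body DEGs and the many brain DEGs, the paper states that the outcome was the opposite of what its RT-qPCR results had led it to anticipate.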

In the fat body, only six out of 8844 genes were differentially expressed (FDR<0.05; Fig. 7A). 

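The same 6 genes passed the threshold here, out of 797 with an unadjusted P under 0.05. The upregulated gene with the smallest P was hairy (LOC410468, chromosome 13 of HAv3.1, 8361770 to 8365083), at 15.4 ± 6.38 TMM-normalized CPM with antag-305 (SD, n = 35) and 8.82 ± 3.53 with antag-missense (SD, n = 30). Its log2 fold change was 0.78 (standard error 0.14, FDR = 0.00623, edgeR's quasi-likelihood test). PTP-ER (LOC552694, chromosome 12, 8133490 to 8142789) rose from 53.6 ± 22 to 82.8 ± 28.2 CPM, a log2 fold change of 0.64 (standard error 0.13, FDR = 0.0213). E(spl)m7 (LOC409822, chromosome 14, 2983200 to 2985288) had a log2 fold change of 1.25 (standard error 0.28, FDR = 0.0393). The counts of hairy and E(spl)m7 both come from spans that overlap 1 other gene on the opposite strand. The number of fat body DEGs moved most when colony R42 was left out, to 86. Without R2 or without R3 it was 0, with 351 and 1448 genes at an unadjusted P under 0.05. Of 100 splits of the bees within colonies, the real one included, 11 gave 6 or more fat body DEGs when they parted as many same-numbered bees as the real one, and 4 when bee numbers were ignored.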

Three genes were upregulated and three were downregulated in the antag-305 group compared with the control antag-missense group (Table S4).

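The downregulated genes were DCST1-like (LOC724561, chromosome 5, 2781433 to 2787837), cyclin B3 (LOC413667, chromosome 11, 11152971 to 11158456) and LOC100576131 (chromosome 1, 11535637 to 11539033). DCST1-like fell by 0.60 on the log2 scale (standard error 0.12, FDR = 0.0213), from 64.8 ± 23.3 to 43.1 ± 15.9 CPM. Cyclin B3, whose span overlaps 1 gene on the opposite strand, fell by 0.27 (standard error 0.06, FDR = 0.0213), from 24 ± 3.6 to 20 ± 3.42 CPM. LOC100576131 fell by 0.44 (standard error 0.09, FDR = 0.0261), from 45.1 ± 11.2 to 33.2 ± 8.91 CPM. Errors are SDs over 30 antag-missense and 35 antag-305 bees. All 6 genes changed in the same direction in each of the 3 colonies, which 22.5% of all tested fat body genes did. Of the 35 antag-305 bees, 6 lay above the antag-missense median for DCST1-like, 3 for cyclin B3 and 6 for LOC100576131.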

**Fig. 7.**
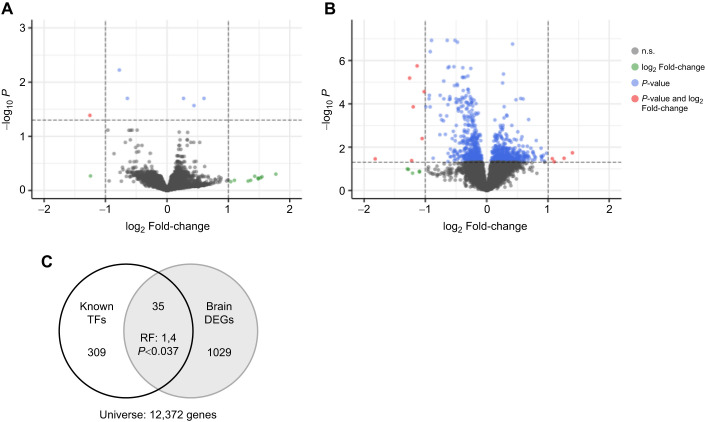
***ame-miR-305-5p* knockdown induced minimal changes in fat body gene expression but large differences in brain gene expression, including numerous transcription factors (TFs).** (A) Abdominal fat body and (B) brain in antag-305 versus antag-missense treated bees (*P*<0.05, FDR). Each point represents an individual gene. Points below zero on the *x*-axis indicate genes with a fold-change increase with antag-305 treatment, and points above zero indicate genes with a fold-change decrease in expression with antag-305 treatment. (C) Differentially expressed TFs in the brain were significantly overrepresented relative to all known honey bee TFs (hypergeometric overlap test). DEGs, differentially expressed genes; RF, representation factor.

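The log2 fold changes given beside the text have the opposite sign to this axis, with positive values for genes higher with antag-305. In the brain 11 DEGs had a log2 fold change above 1 in size, 7 of them upregulated and 4 downregulated. E(spl)m7 was the 1 fat body DEG beyond that size.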

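In the brain libraries 1034 genes were differentially expressed, 11.3% of those tested, and 2951 genes had an unadjusted P under 0.05. Of the DEGs, 978 (94.6%) differed in the same direction in all 3 colonies, as did 58.3% of all tested genes. Because the DEGs were chosen on the same data, their share describes them and is not an independent test. Fitted alone, colony R3 gave 404 DEGs, of which 321 were among the 1034. Colonies R2 and R42 alone gave 5 and 9 DEGs, with 357 and 974 genes at an unadjusted P under 0.05. Leaving out R3 moved the count most, to 10 DEGs, all of them among the 1034, with 1025 genes at an unadjusted P under 0.05. All 1034 genes kept their direction without R3. The size of the effect itself differed between colonies in 39 genes (FDR under 0.05 for the interaction of treatment and colony).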

In the brain, by contrast, 1029 out of 9118 genes were differentially expressed as a result of antag-305 treatment (FDR<0.05; Fig. 7B). 

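Antag-305 treatment was followed by higher expression of 499 genes, with a median log2 fold change of 0.23 and a highest of 1.82, and by lower expression of 535 genes, with a median of -0.29 and a lowest of -1.40. LOC408923, a subunit of the transcription initiation factor TFIID (chromosome 7, 11056971 to 11064874), had the smallest P among the upregulated genes. It rose from 66.1 ± 13.0 CPM with antag-missense (SD, n = 32) to 95.9 ± 26.7 with antag-305 (SD, n = 35), a log2 fold change of 0.52 (standard error 0.06, FDR = 1.19e-07). LOC107966102, a long non-coding RNA on chromosome 2 (9967997 to 9971106), was above the antag-missense median in all 35 antag-305 brains, with a log2 fold change of 0.90 (standard error 0.11, FDR = 1.19e-07). A neighboring non-coding gene, LOC107966103, rose by 0.48 and was the most abundant of these genes, at 2596 ± 646 CPM with antag-305. The other upregulated genes with the smallest P were LOC409664 (log2 fold change 0.65) and the dual oxidase LOC551970 (0.92). The effect on LOC409664 differed between colonies, from 0.24 in R42 to 1.16 in R3 (interaction FDR = 0.00133). Among the downregulated genes, LOC100578286 (chromosome 15, 7468143 to 7473237) had the smallest P, with a log2 fold change of -0.42 (standard error 0.05, FDR = 1.82e-07). It was followed by the histone methyltransferase LOC413388 (-0.27), the microspherule protein LOC552310 (-0.26), LOC100578547 (-0.55) and the non-coding LOC107966072 (-0.59). The spans of upregulated genes were longer, with a median of 12723 bases against 1968 for downregulated genes and 4291 for all tested genes. Across genes, log2 fold change and gene length had a Spearman correlation of 0.414. Per-library offsets for gene length took the number of DEGs to 399 upregulated and 314 downregulated.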

A total of 497 genes were upregulated and 532 were downregulated (Table S4). DEG results reported here were not affected by Deformed wing virus because samples were screened for high viral load and removed prior to analysis (Table S2)

To better characterize the antag-305 effects on brain gene expression, we performed a TF gene overlap test with annotated honey bee TFs (Wang and Nishida, 2015) and GO enrichment analysis. We predicted high representation of differentially expressed TFs in the brain because two out of six DEGs in the fat body were TFs. This prediction was upheld: 35 out of 309 possible honey bee TFs were affected by antag-305 treatment (Table S5), producing a significant enrichment result (*P*<0.05, representation factor: 1.4, hypergeometric test; Fig. 7C).

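All 35 TFs of Table S5 were tested in the brain and all passed the threshold here, each upregulated with antag-305. The list holds the paper's own calls on these data, so the count does not test their stability, and correcting over the 35 alone also gave 35. Log2 fold changes ranged from 0.11 for LOC100578780 to 0.92 for LOC726302, the gene the paper names egr. The smallest FDR was that of LOC410326, a Krueppel-like factor 10, at 1.45e-05, with a log2 fold change of 0.53 (standard error 0.08). The difference had the same sign in every colony for 31 TFs. In R42 the difference in mean log2 CPM was below 0 for LOC413870, the suppressor of hairless protein, at -0.07, for LOC410468 (hairy) at -0.02, and for LOC725614 and LOC726204 (cwo), both at -0.01. Without colony R3, 0 of the 35 passed and all 35 remained higher with antag-305. The list of all known honey bee TFs was not analysed here, so the representation factor was not recomputed. From the share of TFs among the brain DEGs, the paper concludes that its prediction of a high representation of TFs was upheld.

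**Figure D1:**
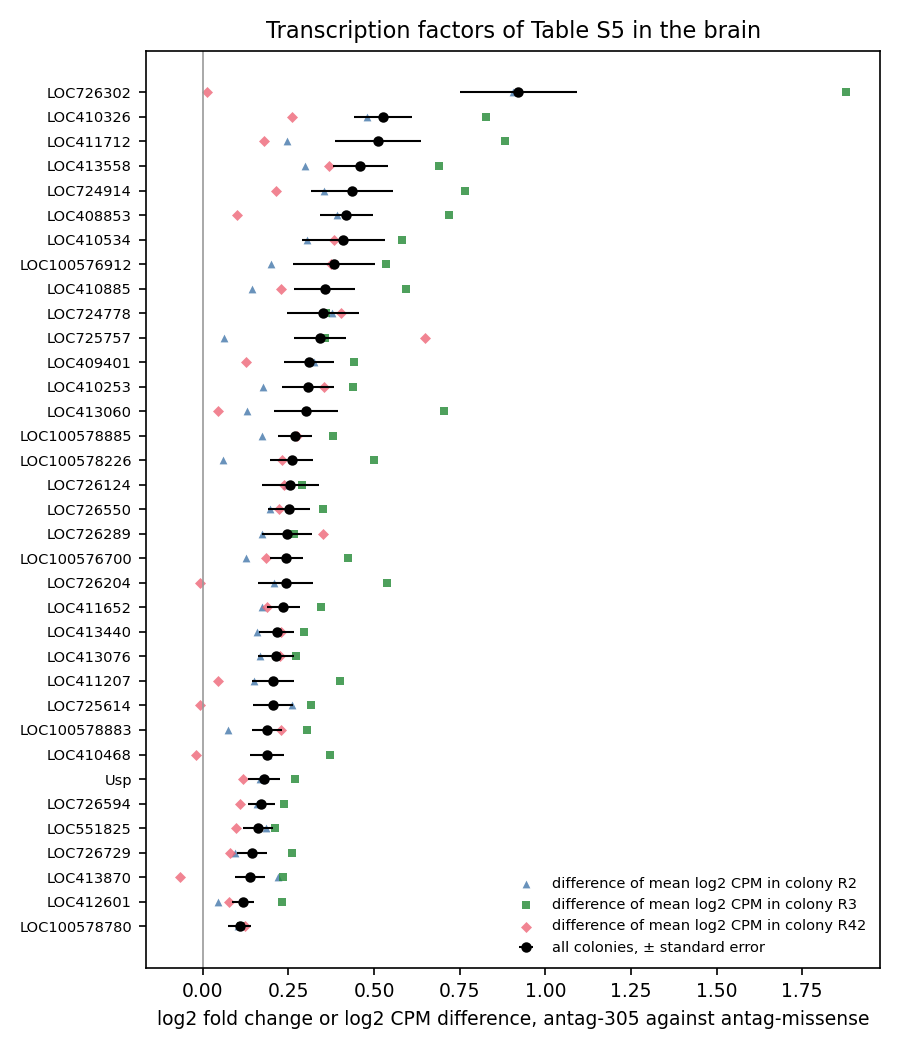
Log2 fold change (antag-305 against antag-missense) of each TF of Table S5 in the brain, with its standard error (black, n = 35 and 32 bees), and the difference in mean log2 CPM within colonies R2, R3 and R42 (colored). The pooled values lie between 0.11 and 0.92, and the R3 values exceed those of R2 and R42 for most TFs.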

GO analysis of genes downregulated by antag-305 in the brain showed enrichment for terms associated with ribosome/structural activity, electron transfer and oxidoreductase activity (Fig. S1A). By contrast, upregulated genes in the brain were significantly enriched for more categories (Fig. S1B), including terms associated with TF and biogenic amine activity. 

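Among the downregulated brain DEGs, the gene descriptions of Table S4 name 19 cytosolic ribosomal proteins (median log2 fold change -0.43), 20 mitochondrial ribosomal proteins (-0.32), 10 NADH dehydrogenase subunits (-0.34) and 11 subunits of cytochrome c oxidase, cytochrome b-c1 or ATP synthase (-0.47). All of these were called and lower here, and in every colony. They are short genes, with median spans from 954.5 to 1252 bases. They were picked from the DEGs, so their direction is no test. GO terms were not recomputed. In their place, every gene with a symbol of these families was taken, and the sets were tested with limma's camera test. The lists were drawn up after a first look at the data, in which Rpl39, ND6 and other mitochondrial genes had stood out. The 10 NADH dehydrogenase genes listed by symbol are not the same set as the 10 subunits named by description. They include mitochondrial genes such as ND6, and 3 of them were downregulated DEGs. Their median log2 fold change was -0.59 (camera P = 3.82e-04, Fisher's exact test among downregulated DEGs P = 0.0177). The 8 tested cytochrome and ATP synthase subunits had a median of -0.52 (camera P = 3.35e-04, Fisher's exact test P = 0.00901). The 7 cytosolic ribosomal proteins had a median of -0.24 (camera P = 0.0298), and Fisher's exact test was not past the threshold (P = 0.0593). Their camera P rose to 0.693 with offsets for gene length. Of these 7 genes 2 were downregulated DEGs, so most of the 19 named by description lie outside the set. Its results do not cover the whole family. Of 100 splits of the bees within colonies that part as many same-numbered bees as the real one, the real one included, 13, 8 and 17 gave a camera P as small for these 3 sets, and 21, 16 and 17 of 100 drawn without regard to bee numbers. ND6, a mitochondrial NADH dehydrogenase subunit (MT, 10441 to 10944), fell by 1.40 on the log2 scale (standard error 0.40, FDR = 0.0181), with 28.5 ± 29.3 CPM with antag-305 (SD, n = 35) and 74.3 ± 99.3 with antag-missense (SD, n = 32). Cox6c fell by 0.52 (standard error 0.17, FDR = 0.0327) and Rpl39 by 0.90 (standard error 0.28, FDR = 0.0281). Of the 35 antag-305 brains, 15 still lay above the antag-missense median for ND6, 13 for Cox6c and 13 for Rpl39.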

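The 9 biogenic amine receptors listed by symbol had a median log2 fold change of 0.16 in the brain, from -0.03 to 0.37, and 5 of them were upregulated DEGs (Fisher's exact test P = 5.05e-05, camera P = 2.89e-04). A camera P as small came from 5 of 100 splits of the bees that part as many same-numbered bees as the real one, the real one included, and from 7 of 100 drawn without regard to bee numbers. The descriptions of Table S4 also name 19 heat shock proteins and chaperones among the brain DEGs, 18 upregulated and 1 downregulated. Of the 5 chaperone genes listed by symbol, 4 were upregulated DEGs, and the set had a median log2 fold change of 0.48 (Fisher's exact test P = 4.24e-05, camera P = 2.40e-07). The chaperone with the smallest P in that set was Hsc70-3 (chromosome 3, 3212644 to 3216513), at 448 ± 109 CPM with antag-305 (SD, n = 35) and 321 ± 61.1 with antag-missense (SD, n = 32). Its log2 fold change was 0.48 (standard error 0.08, FDR = 1.45e-05) and was higher in R3 (0.75) than in R42 (0.11), a difference between colonies that was not past the threshold (interaction FDR = 0.182).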

Enrichment of DEGs in categories specific to metabolic, nutrient-sensing or hormonal pathways were not observed.

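Of the genes of hormonal pathways that the paper measured by RT-qPCR, Kr-h1 (chromosome 6, 16501760 to 16510451) had a log2 fold change of 0.26 in the fat body libraries (standard error 0.12, unadjusted P = 0.0335, FDR = 0.541) and -0.02 in the brain (standard error 0.11, FDR = 0.897). Its sign in the brain was positive when colony R3 was left out. In the fat body the difference in mean log2 CPM was above 0 in each colony, at 0.39 in R2, 0.12 in R3 and 0.11 in R42. The direction is opposite to that of the paper's RT-qPCR, which found Kr-h1 lower in the fat body with antag-305. There the control was sucrose solution alone, and here it was antag-missense, so the comparison is not a like one. The fat body difference here was not past the threshold. Vg (chromosome 4, 5029485 to 5035661) varied widely, with 136 ± 103 CPM in the fat body with antag-305 (SD, n = 35) and 122 ± 122 with antag-missense (SD, n = 30). Its log2 fold change was 0.20 in the fat body (standard error 0.32, FDR = 0.841) and 0.51 in the brain (standard error 0.38, FDR = 0.329), and it changed sign in both tissues under one alternative or another. Usp, which the paper calls USP (chromosome 9, 7403312 to 7457844), had a log2 fold change of 0.04 in the fat body (standard error 0.22, FDR = 0.955), which was negative without R2 or R3. In the brain it was a DEG, with a log2 fold change of 0.18 (standard error 0.05, FDR = 0.00926). InR-1 was not analysed here, since the reference pairs none of the counted genes with that symbol.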

### *ame-miR-305-5p* perturbation caused differences in brain gene expression related to honey bee division of labor

We explored whether *ame-miR-305-5p* might be involved in the regulation of genes in the brain that are associated with division of labor, but independent of metabolic, nutrient-sensing and hormonal signaling pathways (given the above results on lipid levels). We hypothesized that if *ame-miR-305-5p* regulates genes in the brain that are associated with division of labor, then antag-305 treatment would result in a more forager-like expression pattern. Our prediction was based on detecting lower *ame-miR-305-5p* expression levels in forager fat body and brain compared with nurses (Fig. 1) and the anticipated de-repression of cognate targets associated with behavioral maturation with *ame-miR-305-5p* knockdown.

We first identified 65 concordant nurse-upregulated genes and 99 concordant forager-upregulated genes across two previously published studies (Alaux et al., 2009; Khamis et al., 2015; Traniello et al., 2020). We found that six nurse-upregulated genes overlapped with genes downregulated in the antag-305 group, zero nurse-upregulated genes overlapped with genes upregulated in the antag-305 group, zero forager-upregulated genes overlapped with genes downregulated in the antag-305 group, and 30 forager-upregulated genes overlapped with genes upregulated in the antag-305 group (hypergeometric tests; Fig. 8A,B). All four results were in the predicted direction, but only the fourth overlap result was statistically significant (*P*<10^−6^, representation factor: 4.6; Fig. 8B).

**Fig. 8.**
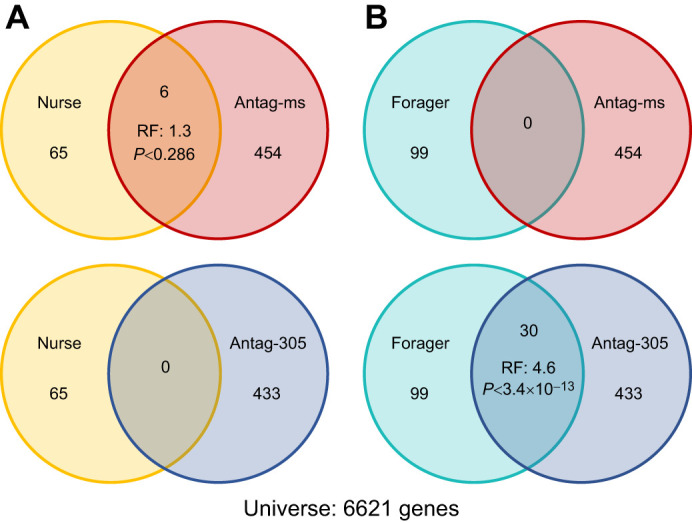
**Antag-305 treatment influenced brain gene expression consistent with patterns previously associated with division of labor (****Alaux et al., 2009****;** **Khamis et al., 2015****)*.*** (A) Nurse-upregulated genes and antag-missense versus antag-305 differentially expressed genes (hypergeometric tests). (B) Forager-upregulated genes and antag-missense versus antag-305 differentially expressed genes (hypergeometric tests).

We next determined whether any of the dozens of differentially expressed TFs in our study have been previously implicated in the regulation of division of labor. In a previous study, 15 putative TFs involved in regulating behavioral state were identified as being differentially expressed between nurses and foragers and having DNA binding motifs that were enriched in the promoter regions of other nurse versus forager DEGs: three are predicted regulators of nursing and 12 are regulators of foraging (Khamis et al., 2015). 

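Of the 15 TFs, 13 passed the filter in the brain, 10 of them predicted regulators of foraging and 3 of nursing. The other 2, retained and deformed, had 1432 and 772 counts in all over the kept brain libraries. Upregulation with antag-305 passed the threshold for 7 foraging regulators, NF-kB (LOC411712), egr, hairy, cwo, USP, Creb and slbo. The count was also 7 after correction over the list alone. The largest log2 fold change was that of egr, 0.92 (standard error 0.17, FDR = 1.38e-04), and the smallest was that of USP, 0.18 (standard error 0.05, FDR = 0.00926). NF-kB had a log2 fold change of 0.51 (standard error 0.13, FDR = 0.00527) from low counts, 2.43 ± 1.06 CPM with antag-305 (SD, n = 35) and 1.71 ± 0.48 with antag-missense (SD, n = 32). The remaining foraging regulators pax6, atf3 and labial had log2 fold changes of 0.18, 0.05 and 0.11 with FDRs from 0.229 to 0.509, and those of atf3 and labial changed sign under some alternatives. Of the nursing regulators 0 passed, and 1 had an unadjusted P under 0.05, Usf, with a log2 fold change of -0.20 (standard error 0.09, P = 0.032, FDR = 0.122). For cfp1 it was -0.09 (FDR = 0.207) and for nautilus 0.04 (FDR = 0.738), the latter with a sign that also changed under some alternatives. Without colony R3, 0 of the 15 TFs passed. The paper reports 6 called TFs that are predicted regulators of foraging and none of nursing, and calls this compatible with its hypothesis.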

Consistent with our hypothesis, we found that six antag-305-induced differentially expressed TFs were identified as predicted foraging regulators whereas no antag-305-responsive TFs were associated with nursing (Table 2).

**Table 2.**
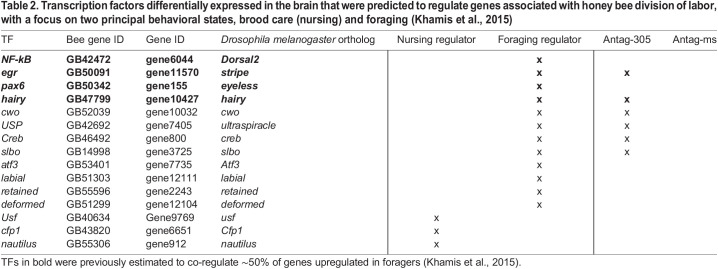
**Transcription factors differentially expressed in the brain that were predicted to regulate genes associated with honey bee division of labor, with a focus on two principal behavioral states, brood care (nursing) and foraging (** **Khamis et al., 2015** **)**

## DISCUSSION

Our two key findings are as follows. First, antagomir-mediated knockdown of *ame-miR-305-5p* did not influence division of labor-related lipid loss in adult honey bee workers alone or in combination with JH or QMP. Second, antagomir-mediated knockdown of *ame-miR-305-5p* caused extensive changes in brain gene expression, particularly for genes previously implicated in division of labor.

In contrast to the brain gene expression results, antagomir-mediated knockdown of *ame-miR-305-5p* caused minimal changes in fat body gene expression which included one JH-associated gene, the JH-responsive TF *Kr-h1*. In honey bees and other social insects, *Kr-h1* is associated with neuroendocrine and behavioral changes, but the function of *Kr-h1* in the fat body has not been described. Based on bioinformatic prediction and results from other insects (Fussnecker and Grozinger, 2008; Gospocic et al., 2021; Grozinger and Robinson, 2007), we had expected to see transcriptomic evidence for *ame-miR-305-5p* regulation of IIS, which has been implicated in the regulation of division of labor (Ament et al., 2008; Hamilton et al., 2017). JH and IIS pathways have been shown to interact in honey bees (Corona et al., 2007); however, no effects were detected for other JH and IIS associated genes.

Consistent with the limited effects of *ame-miR-305-5p* fat body knockdown on fat body gene expression, there also was no effect on lipid levels. By contrast, there was a strong reduction of abdominal lipid mass with JHA treatment, an effect that has long been assumed but never directly measured (Ament et al., 2012a). That this occurred several days earlier than the onset of precious foraging with the same treatment (Robinson, 1987; Sullivan et al., 2000) is consistent with previous results showing that changes in lipid level precede, and are causal to, changes in behavior (Toth and Robinson, 2005; Toth et al., 2005).

We predicted QMP would increase lipid mass and upregulate *ame-miR-305-5p* expression whereas *ame-miR-305-5p* knockdown in the fat body would act in opposition to both. Our results showed no statistical effect of either treatment on lipid level or *ame-miR-305-5p* expression; however, we detected a 37% increase with QMP that may indicate an antagonistic interaction of QMP and antag-305 on the fat body expression of *ame-miR-305-5p*. This would suggest that QMP increases *ame-miR-305-5p* expression as originally hypothesized, which is consistent with the presence of high *ame-miR-305-5p* abundance in nurse bees, as they are exposed to relatively higher levels of QMP than other groups of workers in honey bee colonies. Whether the decline in *ame-miR-305-5p* with behavioral maturation is associated with the decline in QMP efficacy in older bees (Vergoz et al., 2009) is unknown. The lack of increase in lipid levels with QMP is contrary to previous studies (Ament et al., 2011; Fischer and Grozinger, 2008).

Antagomir-mediated knockdown of *ame-miR-305-5p* in abdominal fat body caused extensive changes in brain gene expression, but not in fat body, particularly genes expressed in the brain previously implicated in division of labor. 

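In the fat body, the difference between treatments was not the same in R42 as in R2 and R3. It cannot be told apart from nervous tissue in the dissections, or from date or handling, so it may not be a response to antag-305. Fitted alone, R2 gave 0 fat body DEGs with 842 genes at an unadjusted P under 0.05, R3 gave 4, and R42 gave 871, of which 92 were upregulated and 779 downregulated. None of the DEGs of R3 and 1 of those of R42 were among the 6 of the pooled fit. The interaction of treatment and colony passed the threshold in 928 fat body genes, and none of the 6 pooled DEGs was among them. In 907 of the 928 the difference had opposite signs in R3 and R42. In 879 the signs were opposite in R2 and R42, and in 66 in R2 and R3. Across all tested fat body genes, where genes are not independent replicates, the log2 fold changes had a Pearson correlation of 0.399 between R2 and R3, -0.415 between R2 and R42 and -0.706 between R3 and R42. The brain values were 0.706, 0.336 and 0.497. The interaction genes were long, with a median span of 46490.5 bases, and 377 genes passed once offsets for gene length were used.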

We do not have a mechanistic explanation for this but provide two speculative possibilities below.

One possible explanation for the finding of extensive changes in gene expression in the brain owing to treatment administered to the fat body is signaling from the fat body. This speculation is based on the finding that fat body knockdown affected fat body expression of the TFs *hairy* and *E(spl)m7*; both *hairy* and *E(spl)m7* are conserved bHLH repressors, which act as downstream effectors of Notch in insects (Dearden, 2015) and vertebrates (Gibb et al., 2010; Kawamura et al., 2005). 

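E(spl)m7 had 3.56 ± 3.11 TMM-normalized CPM in the fat body with antag-305 (SD, n = 35) and 1.49 ± 1.11 with antag-missense (SD, n = 30), so its fold change rests on few reads, 2412 in all over the kept fat body libraries. In R2 the mean was 3.75 against 1.32 CPM, in R3 4.38 against 1.14, and in R42 2.46 against 2.03. Fitted alone, the log2 fold changes were 1.51 in R2 (standard error 0.40), 1.96 in R3 (standard error 0.43) and 0.22 in R42 (standard error 0.49), and the colonies were not shown to differ (interaction FDR = 0.143). In the brain the gene was more abundant, at 28.7 ± 10.6 against 25.6 ± 8.87 CPM, with a log2 fold change of 0.17 (standard error 0.11, FDR = 0.294) that was close to 0 and negative without R2. The difference between the effects in the 2 tissues was -1.02 on the log2 scale (standard error 0.27, FDR = 0.0506). From the fat body changes in hairy and E(spl)m7, the paper proposes signaling from the fat body as one way in which the brain could be affected.

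**Figure D2:**
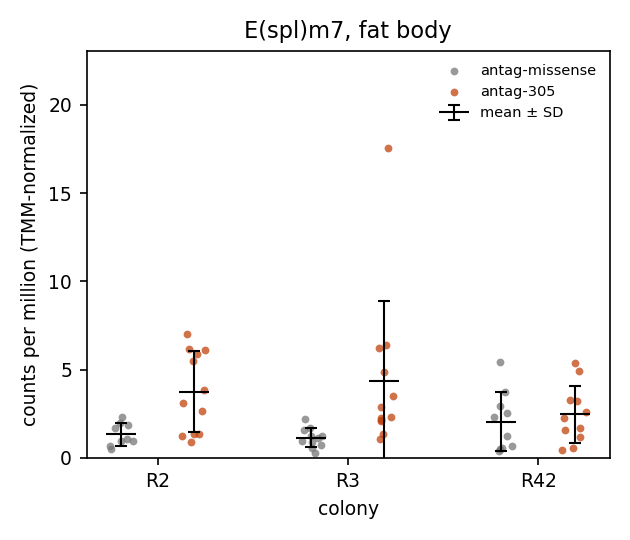
TMM-normalized CPM of E(spl)m7 in the fat body of each bee, by colony and treatment, with the mean and SD of each group (n = 9 to 12 bees). The antag-305 bees reach 17.6 CPM in R3, and the antag-missense bees reach 2.29 in R2, 2.2 in R3 and 5.44 in R42.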

In honey bees, Notch is involved in the regulation of reproductive division of labor (Duncan et al., 2016), and the Notch pathway, along with insulin signaling, has been shown to be coordinated by *miR-305* in *D. melanogaster* gut (Foronda et al., 2014). Whether *ame-miR-305-5p* interacts with Notch to influence bHLH activity and behavioral maturation, or whether Notch is involved at all, is still unknown. *E(spl)m7* has not previously been shown to be involved in honey bee behavioral maturation.

*Hairy*, by contrast, has been implicated in honey bee behavioral maturation, specifically the hive bee to forager transition (Khamis et al., 2015; Sinha et al., 2006). It is upregulated in forager brains compared with nurses (Khamis et al., 2015), and the promoter regions of hundreds of forager-associated genes are enriched for DNA binding motifs of *hairy* (Khamis et al., 2015; Sinha et al., 2006). 

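In the brain, hairy had 49.4 ± 6.75 TMM-normalized CPM with antag-305 (SD, n = 35) and 43.8 ± 8.26 with antag-missense (SD, n = 32), a log2 fold change of 0.19 (standard error 0.05, FDR = 0.0127). The effect was smaller than in the fat body, by 0.55 on the log2 scale (standard error 0.13, FDR = 0.0197 for the difference between tissues in the same bees). Fitted alone, the brain log2 fold changes were 0.19 in R2, 0.37 in R3 and -0.02 in R42, and in the fat body 1.08, 1.01 and 0.24. To ask whether bees with more hairy in one tissue had more in the other, log2 CPM were correlated across the 65 bees after the mean of each colony and treatment group was removed. Pearson's r was 0.322 (permutation test, 100000 resamples, two-sided P = 0.0107, 0.0428 after Benjamini-Hochberg correction over the 4 correlations computed) and Spearman's rho was 0.309 (permutation P = 0.0153). Without the 2 bees farthest from the median of the brain values, r was 0.263. Bees far from the median of the fat body values were not left out. Within colonies r was 0.461 in R2 (21 bees, permutation P = 0.0442, corrected 0.0589) and 0.451 in R3 (23 bees, permutation P = 0.0323, corrected 0.0589). In R42 it was -0.0405 (21 bees, permutation P = 0.871). After correction the relation was not past the threshold in any colony alone, and r was not compared between colonies.

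**Figure D3:**
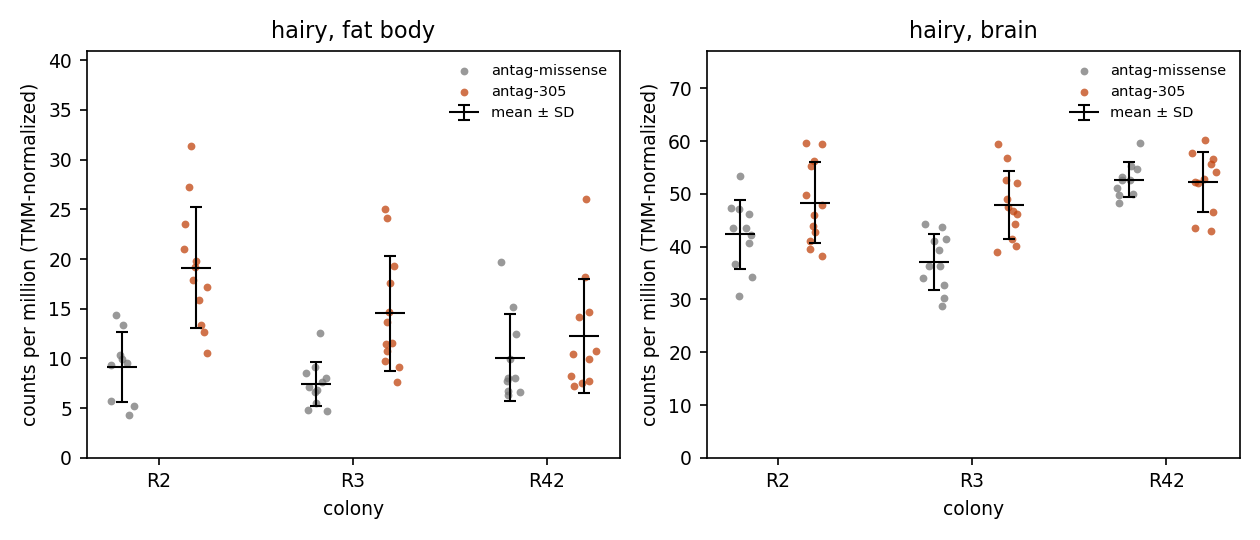
TMM-normalized CPM of hairy in the fat body (left) and brain (right) of each bee, by colony and treatment, with the mean and SD of each group (n = 9 to 12 bees). The fat body means are 19.1 and 9.13 in R2, 14.6 and 7.42 in R3, and 12.3 and 10.1 in R42 with antag-305 and antag-missense, and the brain means of R42 are 52.2 and 52.7.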

Our results show that *hairy* is upregulated in both the fat body and brain, suggesting it may be an important *ame-miR-305-5p* regulated gene. Whether *ame-miR-305-5p* represses *hairy*, or any other cognate target, via direct interactions in both tissues or just one, or is an indirect target is still unknown and cannot be differentiated with the methods used to generate results here.

The hypothesis of signaling between fat body and brain should be tested empirically, but extensive connections between fat body and brain gene expression networks in honey bees have been predicted from computational analyses (Ament et al., 2012a). In addition, other studies have shown that extensive changes in brain gene expression can be elicited by treatments administered to other peripheral tissues, including the fat body (Ament et al., 2012a; Wheeler et al., 2013). There also is evidence of similar effects of the ovaries, which are thought to be involved in the regulation and evolution of social behavior (Graham et al., 2011; Wang et al., 2012). To our knowledge, this is the first time a miRNA has been implicated in cross-tissue coordination of gene expression.

A second possible explanation for the finding of extensive changes in gene expression in the brain owing to treatment administered to the fat body comes from findings in vertebrates, where TFs have been proposed to be secreted and act as signaling molecules that play a role in intercellular transfer and non-cell autonomous activity (Di Nardo et al., 2018; Lee et al., 2019), which can influence behavior. For example, TF OTX-2 in the mouse is secreted from the choroid plexus in the brain into the cerebrospinal fluid, where it is then taken up by inhibitory interneurons to regulate anxiety-like behavior (Vincent et al., 2021).

As noted above, it is surprising that a ∼50% decrease in fat body *ame-miR-305-5p* expression was sufficient to cause differences in the expression of over 1000 genes in the brain, especially given that brain *ame-miR-305-5p* expression was unaffected by the antag-305 treatment. Transcriptomic effects included genes related to biogenic amines, including octopamine and serotonin, and behavioral maturation-associated TFs. It would be interesting to determine whether the potent effect of this abdominal treatment on the brain is due to direct or indirect interactions; recently, it was shown that the blood–brain barrier is involved in the regulation of JH-related division of labor in *Camponotus floridanus* carpenter ants (Ju et al., 2023).

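The octopamine receptors Octbeta1R (LOC413698), Octbeta2R (LOC412896) and Octbeta3R (LOC412994) lie on chromosome 7, and all were upregulated in the brain. Octbeta3R rose from 123 ± 39.3 to 150 ± 32.2 CPM, a log2 fold change of 0.32 (standard error 0.06, FDR = 3.79e-04), and 31 of 35 antag-305 brains lay above the antag-missense median. Octbeta1R had a log2 fold change of 0.19 (standard error 0.05, FDR = 0.00702). Octbeta2R, whose span overlaps 2 other genes, had one of 0.09 (standard error 0.03, FDR = 0.0484), close to the threshold. The octopamine receptor Oa1 (chromosome 15, 3310369 to 3326664) had a log2 fold change of 0.16 (standard error 0.05, FDR = 0.019). Among serotonin receptors, 5-HT2alpha (chromosome 9, 8766576 to 8797600) was upregulated, with a log2 fold change of 0.28 (standard error 0.08, FDR = 0.0239), from 16.6 ± 4.08 to 20.3 ± 4.60 CPM. For 5-HT1, 5-ht7 and 5-HT2beta the log2 fold changes were 0.17, 0.07 and -0.03, with FDRs from 0.185 to 0.678, and that of 5-HT2beta changed sign under an alternative test. The dopamine receptor DopR2 had the smallest P of the amine receptors listed by symbol, with a log2 fold change of 0.37 (standard error 0.07, FDR = 4.21e-04). Errors beside CPM are SDs over 32 antag-missense and 35 antag-305 bees.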

Several biogenic amines have been shown to exert causal effects on behavioral maturation and other aspects of division of labor (Barron et al., 2010). Few miRNAs have been associated with biogenic amine activity (Shen et al., 2020), and no effects have been reported for *miR-305* until now. TFs have been studied extensively in the context of honey bee division of labor; some have been shown to have causal effects on behavior (Ament et al., 2012a) and effects that allow brain gene regulatory networks to ‘rewire’ to support different behavioral states (Chandrasekaran et al., 2011; Hamilton et al., 2019; Khamis et al., 2015). This includes *egr*, *clockwork orange*, *hairy*, *ultraspiracle*, *Creb* and *slbo*, all of which showed effects of *miR-305* knockdown. 

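The gene the paper names egr (LOC726302, chromosome 15, 6242503 to 6270428) is listed as myb-like protein Q in Table S4. It rose from 42.7 ± 21.2 to 80.1 ± 32.8 CPM in the brain, and its effect differed between colonies, with log2 fold changes of 0.90 in R2, 1.74 in R3 and 0.06 in R42 (interaction FDR = 0.0291). Clockwork orange (LOC726204, chromosome 12, 11340007 to 11374637) rose from 40.2 ± 14.6 to 46.4 ± 11.5 CPM, with a log2 fold change of 0.24 (standard error 0.08, FDR = 0.0383). Ultraspiracle rose from 195 ± 28.3 to 222 ± 27.1 CPM. The span of clockwork orange overlaps 2 other genes and that of ultraspiracle 3, with overlap on the opposite strand for both. Creb (LOC409401, chromosome 1, 12030779 to 12038822) rose from 32.6 ± 6.74 to 40.7 ± 10.7 CPM, with a log2 fold change of 0.31 (standard error 0.07, FDR = 0.00397). The C/EBP gene slbo (LOC411207, chromosome 4, 10599268 to 10604226) rose from 22.4 ± 4.37 to 25.8 ± 4.79 CPM, with a log2 fold change of 0.21 (standard error 0.06, FDR = 0.0239). Errors are SDs over 32 antag-missense and 35 antag-305 bees, and for clockwork orange, ultraspiracle and slbo the difference between means is smaller than the SD between bees. Between 23 and 33 of the 35 antag-305 brains lay above the antag-missense median for these genes.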

Given that there were no effects on gene expression related to JH/IIS, two pathways known to also be involved in the regulation of division of labor, our findings are consistent with observations that division of labor is influenced by multiple, independent pathways (Ament et al., 2012b; Whitfield et al., 2006).

The extensive changes in brain gene expression caused by knockdown of *ame-miR-305-5p* shifted brain gene expression pattern to being more forager-like. This is consistent with the observation that *ame-miR-305-5p* expression is lower in foragers bees than nurse bees, suggesting that antag-305 de-repressed gene expression associated with behavioral maturation. Different factors have also been found to shift brain gene expression to a forager-like state, including viral infection (Traniello et al., 2020), JH (Wheeler et al., 2015; Whitfield et al., 2006) and manganese (Whitfield et al., 2006). This study is only the second to use manipulations of a miRNA to gain insights into the regulation of division of labor. Liu et al. (2017) focused on division of labor-related sensory physiology, and the present study focused on division of labor-related brain and fat body gene expression.

In summary, this study adds to our understanding of the mechanisms governing division of labor in honey bee colonies. We have shown causal effects of a specific miRNA on brain gene expression, affecting molecular pathways known to be involved in some, but not all, aspects of division of labor. Lack of effects of this miRNA on the regulation of abdominal lipids highlights the fact that although division of labor involves coordinated changes in physiology and behavior, they are not all regulated in the same way.

## Supplementary Material

10.1242/jexbio.246785_sup1 Supplementary information

Table S3. Bioinformatic screening for miRNAs that regulate juvenile hormone (JH) and insulin/insulin-like signaling (IIS). A) Results from RNAhybrid and B) PITA, run with recommended settings.

Table S4. Differentially expressed genes (DEGs) in abdominal fat body and brain in response to ame-miR-305-5p knockdown in the fat body. Colony as a blocking factor, FDR < 0.05. Includes logFC, gene identifiers, gene descriptions, and D. melanogaster orthologs.

Table S5. Differentally expressed transcription factors in the honey bee brain with ame-miR-305-5p knockdown. p < 0.05, hypergeometric test.

# Supplementary material for: Effects of microRNA-305 knockdown on brain gene expression associated with division of labor in honey bee colonies (Apis mellifera)
**Source:** J Exp Biol. 2024 Apr 30;227(8):jeb246785. doi: 10.1242/jeb.246785
**Supplement:** Supplementary information

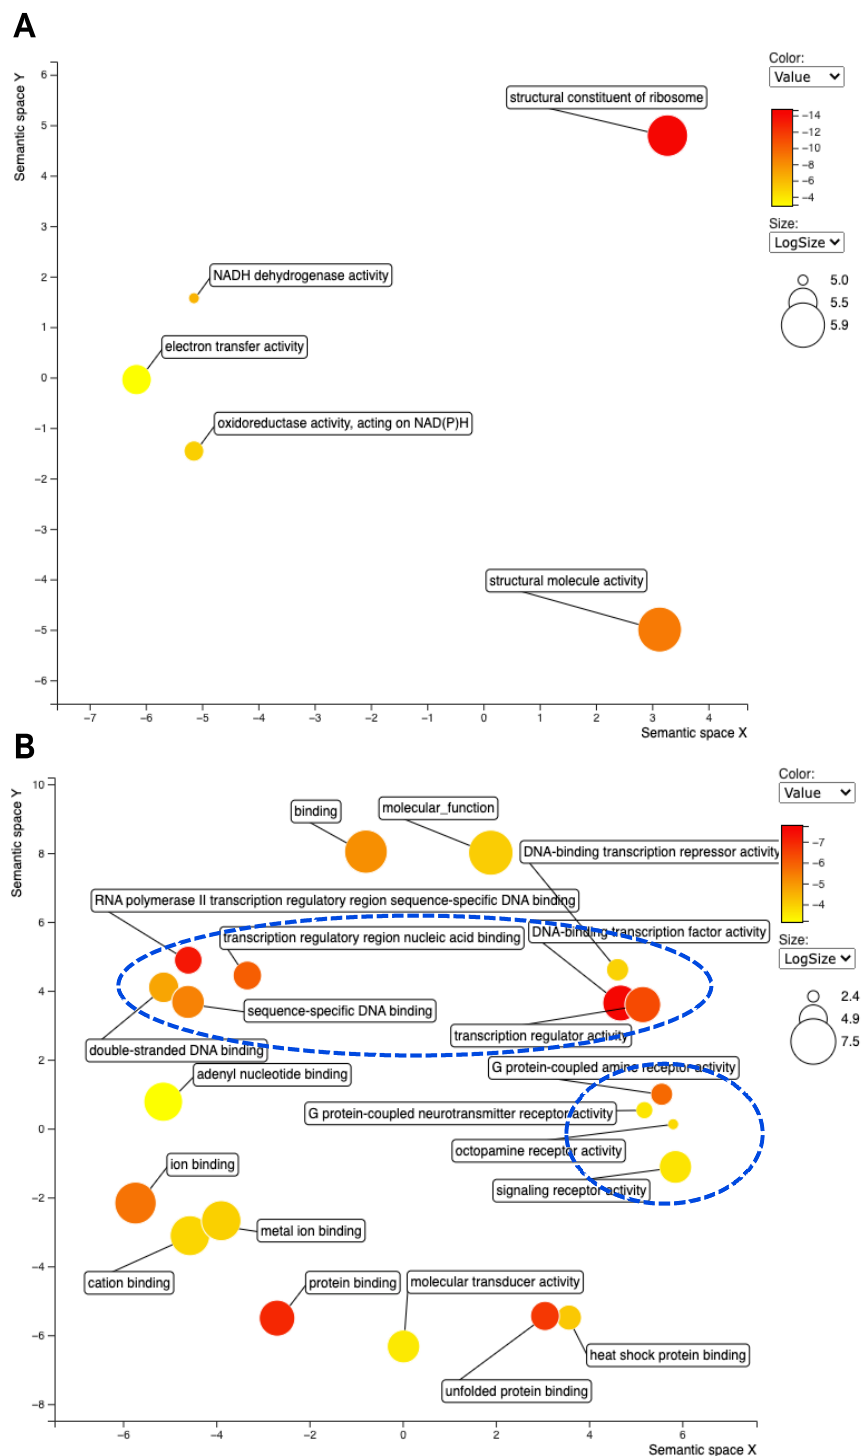

**Fig. S1. Molecular function terms enriched from Gene Ontology analysis of antag-305 effects on brain gene expression for A) genes downregulated by antag-305 treatment and B) genes upregulated by antag-305 treatment. Dotted circles highlight two clusters of interest related to transcription factor activity (top) and biogenic amine activity (bottom).**

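Each term of the figure is a molecular function category of the Gene Ontology, and its enrichment compares the share of brain DEGs annotated with the term with the share among the background genes, separately for genes lower and higher with antag-305. The annotation of bee genes with these terms was not analysed here.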

**Table S1.** Nucleotide sequences for RT-qPCR primers and antagomir constructs.

| <b>miRNA qPCR</b>                      | <b>Sequence (5' – 3')</b>             |
|----------------------------------------|---------------------------------------|
| <i>cel-miR-39-3p</i> spike-in          | Proprietary (Qiagen, Hilden, Germany) |
| <i>cel-miR-39-3p</i> forward primer    | Proprietary (Qiagen, Hilden, Germany) |
| Universal reverse primer*              | GAATCGAGCACCAGTTACGC                  |
| <i>ame-miR-210-3p</i> forward primer** | TTGTGCGTGTGACAGCGGCTA                 |
| <i>ame-miR-278-3p</i> forward primer   | TCGGTGGGACTTTCGTCCGTTT                |
| <i>ame-miR-305-5p</i> forward primer   | ATTGTA CTTCATCAGGTGCTCTG              |
| <i>ame-miR-375-3p</i> forward primer   | TTTGTTCTTCGGCTCGAGTTA                 |
| <i>ame-miR-6043-3p</i> forward primer  | ATGGTGACCGTGATCTATTCCA                |
| <i>ame-miR-6056-5p</i> forward primer  | GAGGGACGAGGAGGGAGGTT                  |
| <i>ame-miR-9873-3p</i> forward primer  | GATTATTTGCTGCGGCTTTGGA                |
| <b>Antagomir construct</b>             | <b>Sequence (5' – 3')</b>             |
| Antagomir-210                          | UAGCCGCUGUCACACGCACAA                 |
| Antagomir-305                          | CAGAGCACCUGAUGAAGUACA AU              |
| Antagomir-375                          | UAACUCGAGCCGAACGAACAAA                |
| Antagomir-6056                         | AACCUCUCCUCCUCGUCCUC                  |
| Antagomir-9873                         | UCCAAAGCCGCAGCAAUAUUC                 |
| <b>mRNA qPCR</b>                       | <b>Sequence (5' – 3')</b>             |
| <i>InR-1</i> forward primer            | ACGGGATGGCCTACTTGGAG                  |
| <i>InR-1</i> reverse primer            | GGAAACCATGCAATTCCTCG                  |
| <i>Kr-h1</i> forward primer            | GCACTGGCAGTGACAAGGAA                  |
| <i>Kr-h1</i> reverse primer            | CGTGGAGTGTTATCGTAAGTAGCAA             |
| <i>USP</i> forward primer              | AGGGTTATTGCCGCGTAGCT                  |
| <i>USP</i> reverse primer              | CGGGCAGGCGTAGAAGTAATT                 |
| <i>Vg</i> forward primer               | AGTTCCGACCGACGACG                     |
| <i>Vg</i> reverse primer               | TTCCCTCCCACGGAGTCC                    |
| <i>Rp49</i> forward primer             | GGGACAATATTTGATGCCCAAT                |
| <i>Rp49</i> reverse primer             | CTTGACATTATGTACCAAAAC TTTTCT          |
| <i>S8</i> forward primer               | TGAGTGTCTGCTATGGATTGCAA               |
| <i>S8</i> reverse primer               | TCGCGGCTCGTGGTAA                      |
| <i>GapDH</i> forward primer            | ACTGGTATGGCCTTCCGTGTAC                |
| <i>GapDH</i> reverse primer            | TGCCAAGTCTAACTGTAAAGTCAACA            |

\*Obtained from Bryant et al., 2010

\*\*Obtained from Cristino et al., 2014

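Of the removed brain libraries, that of antag-missense bee 21 of colony R3 had a viral share of 47.7% of its 14931121 counts (95% Wilson interval 47.7 to 47.8%), and that of bee 15 of R42 one of 23.7% (interval 23.7 to 23.7%). In the removed fat body libraries the share was 47.9% for bee 21 of R3, 12.7% for bee 23 of R2, 11.7% for bee 15 of R42 and 0.873% for bee 27 of R2 (interval 0.870 to 0.876%). The virus genome labeled DWV alone made up 23.7% of the brain counts and 11.7% of the fat body counts in bee 15 of R42. In bee 21 of R3 it made up 7.58% in the brain and 10.0% in the fat body. In the fat body it made up 2.82% in bee 23 of R2 and 6.03e-04% in bee 27 of R2. The remaining viral counts of these libraries all fell on the virus genome labeled VDV.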

**Table S2.** Samples removed from RNA-Seq analysis for Deformed wing virus (DWV) contamination.

| <b>GSE200602 ID</b> | <b>Sample ID</b> | <b>Tissue</b>      | <b>Colony</b> | <b>Treatment</b> | <b>Bee</b> |
|---------------------|------------------|--------------------|---------------|------------------|------------|
| GSM6038718          | R3_ams_FB21      | Abdominal fat body | R3            | antag-ms         | 21         |
| GSM6038757          | R42_ams_FB15     | Abdominal fat body | R42           | antag-ms         | 15         |
| GSM6038669          | R2_ams_FB23      | Abdominal fat body | R2            | antag-ms         | 23         |
| GSM6038672          | R2_ams_FB27      | Abdominal fat body | R2            | antag-ms         | 27         |
| GSM6038706          | R3_ams_B21       | Brain              | R3            | antag-ms         | 21         |
| GSM6038746          | R42_ams_B15      | Brain              | R42           | antag-ms         | 15         |

**Table S3.** Bioinformatic screening for miRNAs that regulate juvenile hormone (JH) and insulin/insulin-like signaling (IIS). A) Results from RNAhybrid and B) PITA, run with recommended settings.

Available for download at

<https://journals.biologists.com/jeb/article-lookup/doi/10.1242/jeb.246785#supplementary-data>

**Table S4.** Differentially expressed genes (DEGs) in abdominal fat body and brain in response to ame-miR-305-5p knockdown in the fat body. Colony as a blocking factor, FDR < 0.05. Includes logFC, gene identifiers, gene descriptions, and *D. melanogaster* orthologs.

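For each tissue the table gives a gene's log2 fold change, mean abundance, F statistic, P and FDR, with identifiers and fruit fly orthologs. Its fat body log2 fold changes are negative for genes listed as upregulated with antag-305, and its brain log2 fold changes are positive for upregulated and downregulated genes alike. Of the 1029 brain genes listed, 1028 were DEGs in the fit described here, all in the listed direction, and the other had an FDR of 0.0507. Another 6 genes passed here and are not listed. With the sign taken from the listed direction, the 2 sets of log2 fold changes differed by at most 0.0166 across the 1029 brain genes and by at most 2.62e-04 in the fat body.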

Available for download at

<https://journals.biologists.com/jeb/article-lookup/doi/10.1242/jeb.246785#supplementary-data>

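The table lists the brain DEGs that are among the known honey bee TFs the paper compared them with. It includes the gene that Table 2 names NF-kB (LOC411712) and a second gene described as protein hairy, LOC724914 (log2 fold change 0.44, standard error 0.12, FDR = 0.014), beside LOC410468.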

**Table S5.** Differentially expressed transcription factors in the honey bee brain with ame-miR-305-5p knockdown.  $p < 0.05$ , hypergeometric test.

Available for download at

<https://journals.biologists.com/jeb/article-lookup/doi/10.1242/jeb.246785#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

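RNA-seq was performed by the authors on abdominal fat body and brain of single worker bees from 3 colonies, fed antag-305 or antag-missense. The authors trimmed adapters, aligned the reads to the HAv3.1 genome with STAR v2.7.6a under its default settings and counted them with featureCounts of Subread v2.0.0. The deposited values are counts, with 1 library per file and whole gene spans as features, together with 5 bee virus genomes. Bee genes were matched to symbols through the chromosome, start and end of the reference annotation, and to the descriptions and fly orthologs of the paper's Table S4 through the gene identifiers. Of the 138 libraries, the 132 that the paper kept were used, and the 6 that it removed for viral load entered one alternative.

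Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with more than 1 CPM (reads of the gene relative to the library's total, in edgeR's scale) in at least 32 brain or 30 fat body libraries were tested, after TMM normalization, by the quasi-likelihood test in its legacy form with colony and treatment in the model. A gene was called at a Benjamini-Hochberg adjusted P (FDR) under 0.05. Log2 CPM for correlations and scores used a prior count of 2. The interaction of treatment and colony was tested within each tissue, and the interaction of treatment and tissue in the bees with both tissues, with each bee as a block. Each colony was also fitted alone. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and by Fisher's exact test. The sets had been planned from words in gene descriptions. Descriptions were at hand for Table S4 genes alone, so each set was made of the genes whose symbol names the family. These symbol lists, and the list of neuronal markers, were drawn up after first fits and principal components of the data had been seen, in which Rpl39, several mitochondrial genes and the marker NLG-4 stood out, so the tests on them are not independent of the data. The subjects of the sets, though not of the markers, were chosen earlier. Hairy in the 2 tissues was compared by a permutation test with 100000 resamples. Viral shares have 95% Wilson intervals, and 3 counts were taken as the floor. At the depths of these libraries counting error is small beside the spread between bees, so the errors given are SDs over bees and standard errors from the model.

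The genes named in the text are those the paper names, the TFs of Table 2, the fat body DEGs, the octopamine and serotonin receptors paired with a symbol, the 5 brain DEGs with the smallest P in each direction among those that changed the same way in all 3 colonies, and the member of each gene set with the smallest P. LOC410326, LOC100578780, LOC413870, LOC725614 and LOC724914 lie outside this rule and were chosen after their values were seen.

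The fits were tested on simulated data with 200 changed genes. The alternatives tried were size factors of DESeq2 and upper-quartile factors in edgeR, edgeR's newer quasi-likelihood method, robust empirical Bayes estimation, DESeq2 1.42.0, limma-voom with sample quality weights, no filter, at least 10 counts in every library, all 69 libraries of a tissue, no colony block, the bee number within colony as a block, 2 surrogate variables from sva 3.50.0, leaving out each colony, and per-library loess offsets on gene length with a span of 0.5. Bee numbers are shared by the treatments of a colony, and the block on them was tried because the labels do not say whether they mark pairs. Added after the data were seen were the colony block on the bees of that alternative, and the brain fit without 1 library of high viral share. Offsets for GC content were not run, since no genome sequence was used here. The lists of all known honey bee TFs and of genes of nurses and foragers, GO annotation, and the paper's RT-qPCR and behavioral measurements were not analysed here.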

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

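The tests of the interactions given here against other splits of the bees, and the tests of technical explanations for the fat body interaction, were chosen only after the results were seen, and so was the list of neuronal markers.

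The effect of antag-305 differed between colonies in 928 fat body genes (FDR under 0.05 for the interaction of treatment and colony in edgeR's quasi-likelihood test), with 2131 genes at an unadjusted P under 0.05. Of 100 splits of the bees within colonies that part as many same-numbered bees as the real one, 2 gave as many genes, the real one included, and the other gave 1135. When splits were drawn without regard to bee numbers, 3 of 100 gave as many. After every library was thinned to the smallest total, 868 genes passed the threshold, so library size does not account for the count. With per-library offsets on gene length, 377 genes passed, 280 of them among the 928. Gene length bias may therefore account for part of the pattern, but not for all of it. Nervous tissue in the fat body dissections is a candidate source, since 13 of the 21 neuronal marker genes tested were among the interaction genes. In R42 the mean log2 CPM of the markers differed by -1.11 with antag-305 (permutation P = 0.00108). With this marker score as a covariate 43 genes passed, 38 of them among the 928. Scores of 20 random gene sets, however, gave a median of 103.5 genes, with 4 lower than 43, and the 8 markers outside the interaction genes gave 160. The covariate is thus not specific, and the pattern cannot be told apart from nervous tissue. Each colony was also a trial of its own, so a difference between colonies cannot be told apart from one of date or handling.

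In the brain the effect differed between colonies in 39 genes, with 514 at an unadjusted P under 0.05. Of the 39 genes, 21 were among the DEGs of the 3 colonies together, and 29 had opposite signs in R3 and R42. Of the 100 splits that part the same-numbered bees, 4 gave as many genes, the real one included, and 2 of the 100 drawn without regard to bee numbers. Other technical explanations were not tested for this count, and colony and trial are again the same, so no biological explanation is given.

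The effect differed between brain and fat body in 52 genes. The splits of the bees were fitted without the block on bee, where the real split gave 102 genes, and 6 of the 100 splits that part the same-numbered bees gave as many, as did 11 of the 100 drawn without regard to bee numbers. An unequal spread of bees over the groups may therefore give a count such as the 102. The 52 genes of the fit with the block, 49 of which are among the 102, were not compared with other splits under their own model, and no biological explanation is given.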

How the results depend on the processing

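The alternatives were set before the data were examined, apart from the 2 named here as chosen after the data were seen. Offsets for GC content were planned and not run. For each change given here the cause was not tested.

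The number of brain DEGs was within 1.5 times 1034 under 13 alternatives, from 713 with gene length offsets to 1461 with the colony block on the bees whose numbers occur in both treatments, an alternative chosen after the data were seen. The other such alternative, the fit without the kept brain library of high viral share, gave 1115. The number was 592 with limma-voom, 451 with a replicate block on the bee number, 604 with 2 surrogate variables, and from 10 to 796 across the 3 fits that each left out a colony. DEGs higher with antag-305 numbered 301 with the replicate block and from 7 to 423 without a colony. DEGs lower with antag-305 numbered 202 with limma-voom, 341 with all 69 libraries, 150 with the replicate block, 206 with surrogate variables, 314 with gene length offsets, 872 with the colony block on the bees of shared numbers, and from 3 to 373 without a colony. Genes shared with Table S4 numbered 489 with limma-voom, 427 with the replicate block, 475 with surrogate variables, 603 with gene length offsets, and from 10 to 627 without a colony. The bee number was no sign of pairing, since bees of the same number in a colony were no more alike than others (mean correlation -0.0407 in the brain, permutation P = 0.468, and -0.0964 in the fat body, permutation P = 0.159).

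The number of fat body DEGs was 14 with DESeq2, 52 with limma-voom, 10 with all 69 libraries, 0 with the replicate block (214 at an unadjusted P under 0.05), 59 with surrogate variables, 1 with the colony block on the bees of shared numbers, and from 0 to 86 without a colony (351 at an unadjusted P under 0.05 without R2 and 1448 without R3). Those higher with antag-305 numbered 10, 25, 6, 0, 34 and 1 in the same order, and from 0 to 46 without a colony. Those lower numbered 27 with limma-voom, 1 without a filter, 0 with the replicate block, 25 with surrogate variables, 0 with the colony block on the bees of shared numbers (219 genes in both directions at an unadjusted P under 0.05), and from 0 to 40 without a colony.

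Of the 35 TFs of Table S5, 23 were called with the replicate block and from 0 to 29 without a colony. Of the 15 TFs of Table 2, from 0 to 7 were called without a colony. Without R3, where both counts were 0, 1025 brain genes had an unadjusted P under 0.05. The interaction of treatment and tissue gave 102 genes without the block on bee and from 0 to 94 without a colony (921 at an unadjusted P under 0.05 without R3). The interactions of treatment and colony stayed within 1.5 times their counts with DESeq2's size factors, all 69 libraries and edgeR's newer method, but with gene length offsets, run on the fat body interaction after its result was seen, 377 genes passed in place of 928. For hairy, the correlation between tissues stayed past the threshold under its 2 alternatives.

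Among gene sets in the brain, the median log2 fold change of cytosolic ribosomal proteins was -0.046 with surrogate variables (camera P = 0.234), -0.062 with gene length offsets (camera P = 0.693) and from -0.33 to -0.17 without a colony (camera P = 0.11 without R42), with camera P from 0.0224 to 0.693 over the 16 alternatives. That of NADH dehydrogenase was -0.21 with limma-voom (camera P = 0.0669) and reversed to 0.0016 with surrogate variables (camera P = 0.899). That of the cytochrome and ATP synthase subunits was -0.056 with surrogate variables (camera P = 0.368). The chaperones and biogenic amine receptors kept their direction and side of the threshold under all 16 alternatives.

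The log2 fold changes of the 33 named genes past the threshold kept their direction under every alternative that could be fitted. They were past the threshold in 437 of these fits and no longer past it in 89. Among the 20 named genes not past the threshold, 15 fits reversed the sign and 303 did not. In the brain the reversed values were -0.11 for Vg with limma-voom, 0.024 for 5-HT2beta with limma-voom, -0.026 and -0.016 for atf3 with surrogate variables and gene length offsets, and -0.024 and -0.0023 for nautilus with the same 2 alternatives. Leaving out a colony gave from -0.0030 to 0.38 for E(spl)m7, from -0.14 to 0.079 for Kr-h1, from -0.045 to 0.26 for labial and from -0.0029 to 0.058 for nautilus. For fat body genes it gave from -0.25 to 0.45 for Usp, with -0.065 without R2, from -0.11 to 0.55 for Vg, from -0.40 to 0.049 for Rpl39 and from -2.05 to 0.68 for Dop3.

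The spread of the fat body limits its counts, since 140 of 200 genes changed by 0.6 on the log2 scale were recovered there in simulated counts, and 29 when the change was an interaction with colony.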

Differences from the paper's values

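None of the values compared with the paper's differed by the rule used with the choices reported here. The paper's RT-qPCR values, that of Kr-h1 among them, were not part of this comparison. In the brain 1034 genes were called against the paper's 1029. The paper's Table 2 does not mark NF-kB as changed by the treatment, while Tables S4 and S5 list it. It passed here with a log2 fold change of 0.51 (FDR = 0.00527), which makes 7 foraging TFs called against the paper's 6. The paper counts fewer brain libraries above its viral threshold than the 3 found here, of which 1 is among the libraries it kept.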

Other observations

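The tests of splits for single colonies, gene sets, the TFs of Table 2 and gene length, and all tests on chaperones, neuronal markers and the respiratory chain sets, were chosen only after the results were seen, as were the members of the gene sets. The subjects of the gene sets had been chosen earlier, but not their members or the tests listed here. The other tests were chosen before.

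Of 100 splits of the bees within colonies that part as many same-numbered bees as the real one, 2 gave as many brain DEGs as the 1034, the real one included, and 96 gave none. When splits were drawn without regard to bee numbers, 1 of 100 gave as many, the real one. Thinning every brain library to the smallest total left 925 DEGs, 816 of them shared, so the sizes of the libraries do not account for the count. With gene length offsets there were 713. With the share of the major royal jelly protein genes as a covariate there were 900, and that share did not differ between treatments (permutation P = 0.397), so hypopharyngeal gland tissue left on the brains does not account for the count either. Without the kept library of high viral share there were 1115. With each of these 4 settings more than 0.5 of the number of DEGs passed. A response of the brain to antag-305 may underlie the count, but a stress state of the brain, weighed at the end of this part, cannot be told apart from it. The count depends on colony R3, without which 10 genes passed.

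For the fat body DEGs, 11 of the 100 splits that part the same-numbered bees gave 6 or more genes, and 4 of the 100 drawn without regard to bee numbers. The 2 kinds of split fall on either side of 5 of 100, so whether the number of genes can be told apart from an unequal spread of bees over the groups is left open. The larger spread between bees in the fat body may explain a part of the difference in counts between the tissues. When the brain effect sizes were given to 948 genes in simulated fat body counts, 396 genes were called among all those tested. In simulated brain counts with 1034 such genes, 692 were called. Both numbers include any false calls. As 396 is far above 6, spread alone did not bring the count down to 6 in this simulation. The real count ran from 0 to 86 when a colony was left out, so how much spread explains is left open.

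Within single colonies, 1 of 100 such splits gave as many brain DEGs as the real one in R2, 5 in R3 and 2 in R42. Without regard to bee numbers it was 3, 1 and 3, so for R3 the call depends on the kind of split. In the fat body it was 100 in R2, where the real split gave 0 DEGs (842 genes at an unadjusted P under 0.05) and the test could not come out otherwise, 5 in R3 and 1 in R42, and without regard to bee numbers 100, 2 and 4, so for R3 the call again depends on the kind of split. With the neuronal marker score as a covariate, 1 of the fat body DEGs of R42 was left, fewer than with any of 20 random gene scores, which left from 2 to 1504 with a median of 7. As that median is nearly as low, nervous tissue in the dissections may be the cause and cannot be shown to be. For the TFs of Table 2, 1 of the 100 splits gave as many called.

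Log2 fold changes in the brain rose with gene length, and 4 of the 100 splits gave a Spearman correlation as far from 0 as the 0.414 of the real one, and 7 of the 100 drawn without regard to bee numbers, so the call depends on the kind of split. The fat body correlation was 0.029, and 94 splits gave one as far from 0. This value pools colonies of opposite sign, with 0.444 in R2, 0.388 in R3 and -0.235 in R42, against 0.293, 0.44 and 0.316 in the brain, so it does not show that the fat body lacks a relation to length. The lower expression of ribosomal and respiratory chain genes may follow from their short length. With gene length offsets the median log2 fold change of the 7 cytosolic ribosomal proteins listed by symbol was -0.062 (camera P = 0.693), so length can account for that set. Most of the 19 downregulated ones named by description lie outside it. The NADH dehydrogenase set was still lower, at -0.30 in place of -0.59 (camera P = 0.00856), so length may account for a part of its change, and a part is left with the offsets. The splits are less favorable to the gene sets than the camera test, since 17 of 100 gave as small a P for cytosolic ribosomal proteins, 13 for NADH dehydrogenase, 8 for the cytochrome and ATP synthase subunits, 5 for biogenic amine receptors and 1 for chaperones. Without regard to bee numbers the numbers were 17, 21, 16, 7 and 3 in the same order. In the fat body the numbers were 88, 45, 48, 76 and 85. Apart from the chaperones, the changes of these sets cannot be told apart from an unequal spread of bees over the groups.

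The chaperone set was higher in the brain, while its test in the fat body of the same bees was not past the threshold (camera P = 0.838). That test does not point to heating or handling of the whole bee, but it does not rule them out, since it rests on 5 genes in the tissue with the larger spread. The mean chaperone score of the fat body was higher with antag-305 in R2 (9.798 against 9.696) and R42 (9.828 against 9.624) and lower in R3 (9.449 against 9.583). The brain score was higher in each colony, at 9.835 against 9.432 in R2, 10.18 against 9.453 in R3 and 9.52 against 9.438 in R42. The largest rise in the brain was thus in R3, where the fat body score was lower. The fat body differences were smaller than the SDs between bees of a group (0.18 to 0.464), so the colonies do not settle the question. With the chaperone score as a covariate, 12 brain DEGs were left, all among the 1034. Scores of random higher brain DEGs left a median of 88.5 and from 0 to 3232, so it cannot be told whether a stress state of the brain could underlie the other DEGs.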
